# Metronomic cyclophosphamide activation of anti-tumor immunity: tumor model, mouse host, and drug schedule dependence of gene responses and their upstream regulators

**DOI:** 10.1186/s12885-016-2597-2

**Published:** 2016-08-11

**Authors:** Junjie Wu, Marie Jordan, David J. Waxman

**Keywords:** Metronomic cyclophosphamide, Immune responsiveness, Cd8^+^ T cells, NK cells, RNA-seq, Upstream regulator, Drug schedule

## Abstract

**Background:**

Cyclophosphamide (CPA) can activate immunogenic tumor cell death, which induces immune-based tumor ablation and long-term anti-tumor immunity in a syngeneic C57BL/6 (B6) mouse GL261 glioma model when CPA is given on a 6-day repeating metronomic schedule (CPA/6d). In contrast, we find that two other syngeneic B6 mouse tumors, LLC lung carcinoma and B16F10 melanoma, do not exhibit these drug-induced immune responses despite their intrinsic sensitivity to CPA cytotoxicity.

**Methods:**

To elucidate underlying mechanisms, we investigated gene expression and molecular pathway changes associated with the disparate immune responsiveness of these tumors to CPA/6d treatment.

**Results:**

Global transcriptome analysis indicated substantial elevation of basal GL261 immune infiltration and strong CPA/6d activation of GL261 immune stimulatory pathways and their upstream regulators, but without preferential depletion of negative immune regulators compared to LLC and B16F10 tumors. In LLC tumors, where CPA/6d treatment is shown to be anti-angiogenic, CPA/6d suppressed VEGFA target genes and down regulated cell adhesion and leukocyte transendothelial migration genes. In GL261 tumors implanted in adaptive immune-deficient scid mice, where CPA/6d-induced GL261 regression is incomplete and late tumor growth rebound can occur, T cell receptor signaling and certain cytokine-cytokine receptor responses seen in B6 mice were deficient. Extending the CPA treatment interval from 6 to 9 days (CPA/9d) − which results in a strong but transient natural killer cell response followed by early tumor growth rebound − induced fewer cytokines and increased expression of drug metabolism genes.

**Conclusions:**

These findings elucidate molecular response pathways activated by intermittent metronomic CPA treatment and identify deficiencies that characterize immune-unresponsive tumor models and drug schedules.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-016-2597-2) contains supplementary material, which is available to authorized users.

## Background

Certain cytotoxic anti-cancer drugs, including doxorubicin, oxaliplatin, and cyclophosphamide (CPA), can activate immunogenic tumor cell death, triggering robust anti-tumor immune responses [1, 2]. Hallmarks of immunogenic cell death [1, 3] include exposure of calreticulin on the tumor cell surface, which serves as an “eat-me” signal for dendritic cells [4] and macrophages [5], and HSP90 exposure, which facilitates dendritic cell-tumor cell adhesion and stimulates dendritic cell maturation [6]. Release of the alarmin molecule HMGB1 into the extracellular matrix activates toll-like receptors and stimulates dendritic cell antigen presentation and IL1β production, leading to CD8 T cell activation [7, 8], while ATP released from apoptotic tumor cells can activate dendritic cells [9]. Less well defined are the downstream anti-tumor immune responses induced by these initial immunogenic cell death events, as well as the factors that determine whether a cytotoxic drug intrinsically capable of eliciting immunogenic cell death will actually do so, and in a way that induces a strong anti-tumor immune response.

CPA is a bifunctional alkylating agent widely used for cancer treatment [10]. CPA can induce immunogenic tumor cell death and activate robust immune responses in several tumor models [11–13]. In gliomas, CPA induces major tumor regression and activates robust anti-tumor immune responses when given on a metronomic schedule [14, 15] that is intermittent, involving repeated dosing every 6 days (CPA/6d), as seen in both scid (adaptive immune-deficient) mice and in fully immune competent C57BL/6 (B6) mice [16–20]. Glioma regression achieved in scid mice may be followed by late tumor growth rebound [17, 18], whereas regression is sustained in a fully immune competent, syngeneic B6 mouse model and leads to long-term tumor-specific immunity [20]. Several interferons were identified as major upstream regulators of the immune responses in CPA/6d-treated U251 (human) and 9L (rat) gliomas implanted in scid mice [21]. Tumor-associated gene responses identified in these xenograft models include induction of many cytokines, chemokines, and immune regulatory genes linked to innate immune cell recruitment and tumor regression, as well as tumor escape [21]. It is unclear, however, which pathways and mechanisms dominate the response to CPA/6d treatment in an immune competent mouse host. Also unknown is whether strong anti-tumor immune responses are activated by the CPA/6d regimen in other, non-glioma models that show strong intrinsic sensitivity to CPA cytotoxicity.

Here, we use global transcriptomic profiling by RNA-seq to investigate the molecular signaling pathways associated with the immune response of GL261 gliomas to intermittent metronomic CPA treatment in a syngeneic, immune competent B6 mouse host. The profile of gene expression changes seen in GL261 gliomas, which show strong immune responsiveness to CPA/6d treatment, is compared to the changes seen in two other B6 mouse syngeneic tumor models that are intrinsically sensitive to CPA cytotoxicity, LLC Lewis lung carcinoma and B16F10 melanoma, but which, we show here, do not undergo CPA-induced tumor regression or mount a strong anti-tumor immune response. We also compare gene responses induced by CPA/6d treatment of GL261 tumors implanted in scid mice (GL261(scid)) to those induced in GL261 tumors in the fully immune competent B6 mouse model (GL261(B6)). Finally, we compare gene responses of CPA/6d-treated GL261(scid) tumors to those induced when CPA is given on a 9-day repeating metronomic schedule (CPA/9d), where tumor-infiltrating natural killer (NK) cell and other innate immune responses are initially very strong but are not sustained, and where early resumption of robust tumor growth occurs, despite continued CPA treatment [18]. Molecular pathways associated with tumor responsiveness to metronomic CPA treatment are identified along with upstream regulators (UPRs) predicted by Ingenuity Pathway Analysis (IPA). Our findings give new insights into the genes and pathways that characterize the wide range of immune responsiveness to anti-cancer drug treatment seen in different tumor models and help elucidate the impact of drug scheduling and the adaptive immune system on tumor responses to immunogenic metronomic chemotherapy.

## Methods

### Tumor cell lines, mouse tumors, and treatments

Mouse tumor cell lines syngeneic in B6 mice were authenticated by and obtained from Developmental Therapeutics Program Tumor Repository (National Cancer Institute, Frederick, MD) (GL261 glioma) and ATCC (Manassas, VA) (LLC Lewis lung carcinoma (ATCC® CRL-1642™) and B16F10 melanoma (ATCC® CRL-6475™)). RNA-seq analysis (below) of the X-chromosome gene Xist and the Y-chromosome genes Ddx3y and Eif2s3y indicated that GL261 and B16F10 tumor cells are male, and LLC tumor cells are female. Cells were grown at 37 °C in a humidified 5 % CO_2_ atmosphere in RPMI-1640 culture medium containing 10 % fetal bovine serum, 100 units/ml penicillin and 100 μg/ml streptomycin. Tumor cells were assayed for their intrinsic sensitivity to activated CPA using 4-hydroperoxy-CPA in a 4-day growth inhibition assay [22]. Six-week-old (20–23 g) male B6 mice and 6-week-old (26–28 g) male ICR/Fox Chase immune deficient scid mice (Taconic Farms, Germantown, NY) were housed and treated using protocols specifically reviewed for ethics and approved by the Boston University Institutional Animal Care and Use Committee. GL261 glioma cells (4 × 10^6^) were implanted by s.c. injection on the posterior flanks of B6 mice (GL261(B6) model) [20] or scid mice (GL261(scid) model) [18] in 0.2 ml serum-free RPMI per site using a U-100 insulin syringe and a 28.5 gauge needle (BD Biosciences, Cat.# 329461). B16F10 melanoma cells (1 × 10^6^) or LLC Lewis lung carcinoma cells (2 × 10^6^) were implanted by s.c. injection on the posterior flanks of B6 mice in the same manner. Tumor areas (length × width) were measured twice weekly using Vernier calipers (VWR International, Cat.# 62379-531) and tumor volumes were calculated: Vol = (π/6)*(L*W)^3/2^. Tumor volumes (~500–750 mm^3^, mean values) were normalized to a value of 100 % on the first day of CPA treatment (t = 0 days) to control for differences in initial tumor size. This enabled us to reach statistical significance with fewer mice [20], in accordance with our Institutional Animal Care and Use Committee guidelines. Mouse body weights were measured at least twice a week and normalized in the same manner. Tumor-bearing mice were treated every 6 days with CPA at 140 mg/kg-body weight (CPA/6d) [16, 17]. CPA was administered as a monohydrate (Cat. # C0768, Sigma-Aldrich, St. Louis, MO) dissolved in sterile PBS, with the CPA doses reported here based on the non-hydrated molecular weight of 261. Where indicated, mice bearing GL261(scid) tumors were treated with same dose of CPA, but given on a 9 day repeating schedule (CPA/9d). In all cases, qPCR and RNA-seq analysis were carried out using tumor tissue from untreated mice (control group) and from CPA-treated mice collected 6 days after the last CPA treatment. Thus, we monitored gene expression at a consistent point in time for all tumor samples, including CPA/6d-treated vs. CPA/9d-treated GL261 tumors. Additional file 1: Table S1 shows the number of mice included in each treatment group.

### Tumor blood vessel immunostaining

Cryosections prepared from LLC tumors were mounted on slides and immunostained with antibody to mouse CD31 (BD Pharmingen, Cat.# 557355, 1:1000 dilution) to visualize tumor blood vessels. Cyosections were hydrated in 1x PBS, fixed in 3.2 % paraformaldehyde for 15 min, permeabilized with 1 % Triton X-100 on ice for 5 min, treated with 3 % H_2_O_2_ for 5 min, and blocked for 20 min in 4 % normal rabbit serum in PBS (blocking solution) containing avidin (Vector Labs, avidin/biotin blocking kit, Cat.# SP-2001) at 4 drops/ml. Slides were incubated for 1 h at room temperature with anti-CD31 antibody (1:1000 dilution in blocking solution containing biotin (Vector Labs) at 4 drops/ml), followed by 1 h incubation at room temperature with biotinylated rabbit anti-rat secondary antibody (Vector labs, Cat.# 4000, 1:200 dilution in blocking solution), followed by Vectastain ABC reagent (Vector labs, Cat.# PK4000) for 30 min, and VIP (Vector labs, Cat. # SK-4600) color development for 40 s. Each step, above, was followed by a PBS wash. Color development was terminated by two 5 min washes in distilled water, followed by a 5 min rinse in tap water. Slides were dehydrated in 95 % ethanol for 2 min twice, followed by 100 % ethanol for 2 min twice, xylene for 3 min twice, and Vectamount mounting (Vector Labs, Cat.# H-5000). Slides were dried overnight in a fume hood and imaged with an Olympus FSX100 microscope at 4.2x magnification. Images were converted to gray scale for quantification using NIH image J software (http://imagej.nih.gov/ij/).

### Gene expression analysis by qPCR and RNA-seq

Extraction of total RNA from individual tumors using Trizol reagent, and qPCR analysis of relative RNA levels for immune cell marker genes were performed as described [16]. Tumor RNA samples having Agilent Bioanalyzer RIN values > 7 were grouped into two separate pools (biological replicates) for each treatment group and used for RNA-seq library preparation and high throughput sequencing, as detailed in the legend to Additional file 1: Table S1. For GL261 tumors implanted in scid mice, RNA-seq libraries were prepared using the Illumina TruSeq® mRNA library Prep kit (Cat# RS-122-2101). RNA-seq libraries were prepared from all other tumor RNA samples using NebNext® Ultra Directional RNA Library Prep kit for Illumina® (New England Biolabs, Ipswich, MA; Cat# E7420). NEBNext® Multiplex Oligos for Illumina® (New England Biolabs, Cat# E7335S) were used for sample multiplexing. Agencourt AMPure XP beads (Beckman Coulter, Cat# A63880) were used for size selection and purification. Library quality and insert size distribution were assessed using the Agilent Bioanalyzer DNA high sensitivity chip kit (Agilent Technologies, Cat# 5067-4627). Samples were subject to Illumina sequencing using a HiSeq instrument generating either 50 or 68 nt single-end reads. All raw and processed sequencing data are available under accession number GSE71491 at GEO (http://www.ncbi.nlm.nih.gov/geo/); further details are shown in Additional file 1: Table S1 legend. Sequence reads were demultiplexed and then aligned to the mouse genome (build mm9; NCBI 37) using Tophat (version 2.0.13) [23, 24]. Differential expression analysis for RefSeq genes was conducted using the Bioconductor package DESeq (version 1.18.0) [25]. CPA-induced gene responses meeting the cutoff values of |fold-change| (FC) > 2 and *p* < 0.001 for each tumor model and treatment condition are shown in Additional file 1: Table S1A-F and summarized in Additional file 2: Figure S1.

### Upstream regulator analysis

A combined list of genes that were either up regulated or down regulated by CPA treatment at |FC| > 2 and *p* < 0.001 was uploaded together with the corresponding gene expression FC values for Ingenuity Pathway Analysis (IPA) (www.ingenuity.com/products/ipa). The Upstream Analysis module of IPA was used to identify upstream regulators (UPRs), their predicted activation Z-scores and bias-corrected Z-scores, targeted molecules in each dataset, *p*-values of overlap between targeted genes and UPR-regulated genes in the IPA database, and the associated mechanistic networks. Individual UPRs were identified as being “Activated” or “Inhibited” as predicted by IPA. Since our goal was to identify endogenous master UPRs induced by metronomic CPA treatment, we excluded all UPRs that are classified by IPA as chemicals, except endogenous mammalian chemicals. We also excluded group UPRs that duplicate individual constituent UPRs. When two UPRs with same name were identified, e.g., one from mouse another from human, the UPR with higher activation score was retained. The resultant full UPR lists are shown in Additional file 3: Table S2A-E. Overall results obtained using UPR analysis are summarized in Additional file 2: Figure S2.

To increase the stringency of UPR identification, UPRs identified by IPA using IPA’s default conditions were filtered by applying the following conditions: *p*-value of overlap < 0.0001, number of targeted genes > 10, and absolute values of the predicted activation Z-score and bias-corrected activation Z-score both > 2 (stringent UPRs; Additional file 2: Figure S3). The following criteria were applied to assess the uniqueness of each stringent UPR to a given tumor model, as outlined in Additional file 2: Figure S4. A stringent UPR identified in tumor model A was designated unique to tumor model A, as compared to tumor model B, if it met *either* of the following two conditions: (1) the UPR was absent from the listing of UPRs generated by IPA under default conditions for tumor model B; (2) |activation Z-score| and |bias-corrected Z-score| for the UPR are both > 2 in tumor model B, but show the opposite activation state, i.e., Activated in one tumor model vs. Inhibited in the other tumor model. UPRs that met either of the following two criteria were considered as *candidate* unique UPRs for tumor model A: (1) |activation Z-score| and |bias-corrected Z-score| for the UPR are both < 2 in tumor model B; or (2) either |activation Z-score| or |bias-corrected Z-score| for the UPR in tumor model B, but not both, is > 2, and is in the opposite direction as for the UPR in tumor model A. The *p*-value of overlap was then used to determine the uniqueness of each candidate unique UPR, following the last three decision tree steps in Additional file 2: Figure S4. Thus, if the *p*-value of overlap for a given candidate UPR was ≥ 0.001 in tumor model B, the UPR was designated unique to tumor model A. Alternatively, if the *p*-value of overlap of the candidate UPR in tumor model B was < 0.001 but ≥ 0.0001, and if it was > 100-fold higher than the *p*-value for overlap of that UPR in tumor model A, then the UPR was designated unique to tumor model A. However, if the *p*-value of overlap of a given candidate UPR was < 0.0001 in tumor model B, the UPR was not considered unique to tumor model A, despite its having an |activation Z-score| or a |bias-corrected Z-score| < 2 in tumor model B, and even if its *p*-value of overlap was > 100-fold higher than that of the UPR in the model A (Additional file 2: Figure S4).

The numbers of stringent UPRs identified in each tumor model (Additional file 4: Table S3A-E) and each tumor model comparison (which identify either common or unique UPRs for each model; Additional file 4: Table S3F-K) are summarized in Additional file 2: Figure S2. To identify CPA-induced UPRs unique to GL261(scid) tumors as compared to GL261(B6) tumors, we compared the full set of UPRs associated with CPA-induced gene responses in GL261(B6) tumors (Additional file 3: Table S2A) to the set of 179 stringent UPRs common to the responses of GL261(scid) tumors to CPA/6d and CPA/9d treatment (Additional file 4: Table S3F), as outlined in Additional file 2: Figure S2 (*right*). This approach was based on the high overall similarity of gene responses (77 % similarity, Additional file 1: Table S1F) and stringent UPRs (Additional file 4: Table S3F vs. Additional file 4: Tables S3D-E) between the CPA/6d and CPA/9d treatments, both of which effected strong tumor regression when the tumors were collected 6 days after the second CPA injection. When assessing the uniqueness of the stringent UPRs identified in the GL261(B6) tumor model (Additional file 4: Table S3A) as compared to the GL261(scid) model, we considered the full set of UPRs derived from CPA/6d-treated GL261(scid) tumors (Additional file 3: Table S2D; see Additional file 2: Figure S2).

### KEGG pathway analysis

Genes that were up or down regulated significantly by CPA treatment at |(FC)| > 2 and *p* < 0.001 were input as separate gene lists for analysis using DAVID Bioinformatics Resources 6.7 with default parameters (http://david.abcc.ncifcrf.gov/tools.jsp) to identify KEGG pathways, as well as DAVID functional annotation clusters (DAVID clusters) enriched in each set of CPA-regulated genes. KEGG pathways with *p*-values < 0.05 and DAVID clusters with enrichment score > 1.3 were deemed significant (Additional file 5: Table S4). KEGG pathways specific to one tumor model or treatment condition were identified from the sets of genes that showed a significant response to CPA in a given direction (e.g., up regulation) in tumor model or treatment condition A but not in tumor model/treatment condition B, as follows. Genes that showed significant up regulation by CPA at |FC| > 2 and *p* < 0.001 in tumor model A and significant down regulation in tumor model B were considered specific response genes for both A and B. Other tumor model A-specific response genes were those showing at least a 2-fold greater response in tumor model A than tumor model B, as follows. We first identified all genes showing a significant response to CPA (|FC| > 2 and *p* < 0.001) in model A but not model B, and then removed all genes for which 0.5 ≤ expression ratio-Tumor model A/expression ratio-Tumor model B ≤ 2. The combined set of all tumor model A-specific up regulated genes (and similarly for down regulated genes) was then used to identify KEGG pathways specific to tumor model A, as compared to tumor model B, as outlined in Additional file 2: Figure S5 and S6.

When comparing KEGG pathways activated by the CPA/6d and CPA/9d schedules, where a limited number of tumor model-specific genes were identified, we relaxed the threshold for a difference in expression ratios between tumor models from >2-fold to >1.33-fold when inputting genes for pathway analysis. In an alternative approach, we reduced the significance filter for genes under consideration to |FC| > 1.5 and *p* < 0.001, as specified in the text. When comparing KEGG pathways activated in GL261(scid) vs. GL261(B6) tumors, we increased the robustness of the analysis by considering those GL261(scid) genes showing a significant response to both CPA/6d and CPA/9d (Additional file 1: Table S1F).

### Immunosuppressive factors

A list of 124 immunosuppressive genes was compiled from the Gene Ontology term “Negative regulation of immune response” (GO:0050777), which included 196 human and 153 mouse genes. Human gene symbol were converted to mouse gene symbols using MammalHom (http://depts.washington.edu/l2l/mammalhom.html) or by manually checking the NCBI Gene database (http://www.ncbi.nlm.nih.gov/gene/) where no mouse genes were identified by MammalHom. Genes redundant between human and mouse, and isoforms within a given species were removed. The resultant list of 124 negative regulators of immune response (Additional file 6: Table S5A) was used to identify immune suppressive factors that may contribute to the differential CPA responsiveness between tumor models, as well as differences in response between B6 and scid mouse host, and between the CPA/6d and CPA/9d schedules.

## Results

### Metronomic CPA does not activate robust immune cell recruitment or induce tumor regression in LLC and B16F10 tumors

Metronomic CPA treatment on a 6-day repeating schedule (CPA/6d) induces a complete, immune cell-dependent regression of GL261 tumors implanted in immune competent C57BL/6 mice (GL261(B6) tumor model) and activates long-term tumor-specific immunity [20]. We investigated two other B6 syngeneic tumor cell lines, LLC Lewis lung carcinoma and B16F10 melanoma, both of which are intrinsically sensitive to the cytotoxic effects of 4-hydroxy-CPA, the activated form of CPA (Fig. 1a). In contrast to GL261 tumors [20], LLC and B16F10 tumors showed only minor (LLC) or moderate (B16F10) tumor growth delay in response to metronomic CPA treatment (Fig. 1b). Differences in tumor growth rate do not account for the differences of CPA/6d-induced growth inhibition of LLC and B16F10 tumors compared to each other and compared to GL261 tumors (data not shown). Rather, analysis of marker genes for macrophages (CD68) and cytotoxic effectors of natural killer and T cells (perforin1, granzyme B) indicated that metronomic CPA induced weak (B16F10) or no increases (LCC) in immune cell marker genes (Fig. 1c), in contrast to the strong increases in all three immune markers following CPA/6d treatment of GL261 tumors in the same B6 mouse model [20]. LLC and B16F10 tumors were therefore designated metronomic CPA immune unresponsive (Table 1).

**Fig. 1:**
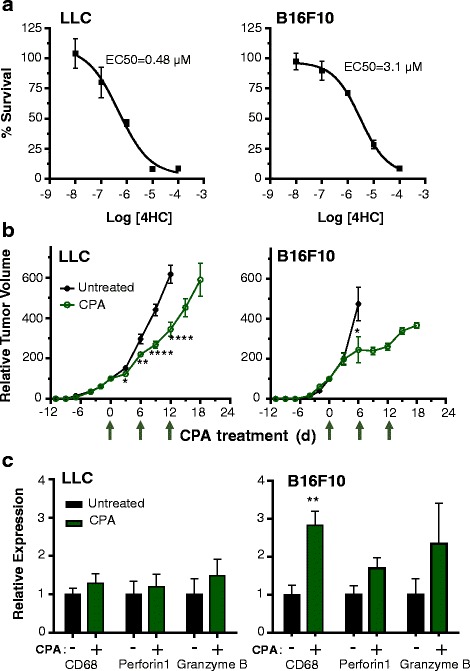
Intrinsic sensitivity to activated CPA, anti-tumor activity, and immune cell recruitment/activation in metronomic CPA-treated B16-F10 and LLC tumors. **a**, Sensitivity of LLC and B16F10 tumor cell lines to 4-hydroperoxy-CPA in cell culture, determined using a 4-day growth inhibition assay. EC50, effective concentration for 50 % growth inhibition. EC50 for 4-hydroperoxy-CPA-treated GL261 cells, 0.15 μM (data not shown). **b**, In vivo tumor growth profiles for LLC and B16F10 tumors in response to treatment with 140 mg/kg CPA on treatment days 0, 6, and 12 (*arrows* along X-axis). **c**, qPCR analysis of the indicated immune markers in CPA-treated and untreated LLC and B16F10 tumors (shown in **b**) implanted s.c. in B6 mice. Data in **a** is representative of *n* = 5 culture wells per data point, data in **b** is based on mean ± SE for *n* = 10–14 tumors per group, and data in **c** based on *n* = 4–5 tumors per group. *, *p* < 0.05 by two-tailed *t*-test

**Table 1:** Tumor models, mouse hosts, CPA schedules, gene responses and UPR analysis. RNA-seq was performed on two replicated RNA pools for each condition (Additional file 1: Table S1 legend)

	Responsive tumors				Unresponsive tumors	
Tumor	GL261				LLC	B16F10
Mouse host	B6	scid	scid	scid	B6	B6
CPA schedule (days)	6	6	9	6 and 9^a^	6	6
Tumor responses to CPA treatment	Complete regression	Major regression with late rebound	Major regression with early rebound	–	Minor growth delay	Moderate growth delay
Up regulated genes	2119	2574	2713	2352	151	663
Down regulated genes	809	1250	1564	1176	70	394
Stringent Upstream Regulators (UPRs)	180	210	218	179	6	93

Shown here is a summary of tumor responses to drug treatment, for GL261(B6) [20], GL261(scid) [18], LLC and B16F10 tumors (Fig. 1), the number of genes up or down regulated at |FC| > 2 and *p* < 0.001 (Additional file 1: Table S1), and the number of significant UPRs (Additional file 4: Table S3) after filtering of the full set of UPRs output by IPA (Additional file 3: Table S2)

^a^, Number of commonly regulated genes and UPRs responding in common between GL261(scid) tumors treated with CPA/6d and GL261(scid) tumors treated with CPA/9d

### Gene expression changes and their upstream regulators (UPRs) in responsive vs. unresponsive tumor models

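GL261 gliomas, Lewis lung carcinomas (LLC) and B16F10 melanomas were grown under the skin of B6 mice and left untreated or given CPA at 140 mg/kg every 6 days, and RNA was taken 6 days after the last injection. GL261(B6) tumors had received 2 injections by then, and LLC and B16F10 tumors 3, so the number of injections cannot be told apart from the tumor model. Each group was measured as 2 pools of tumors, with 9 and 10 tumors in the pools of both GL261(B6) groups, 5 in each pool of both LLC groups and of untreated B16F10, and 4 and 3 in those of CPA-treated B16F10. Each pool gave 1 strand-specific library, with 6169217 to 15148583 reads counted over 23284 RefSeq genes. The authors mapped the reads with TopHat 2.0.13 and give group means of normalized reads, with a ratio and p-values for each pair of groups. Every group mean was split here into the whole reads of its 2 pools, which succeeded for 100% of the genes with reads. The split tells the pools of a group apart only by which had more reads in all, so pools of different groups cannot be paired. Levels are normalized reads of these pools (TMM), given as mean ± SD with n = 2 pools. Log2 fold changes and their standard errors come from limma's trended test on the log2 of normalized reads plus 1, over genes with at least 10 reads at the median depth in at least 2 libraries. A gene is called higher or lower at a fold change over 2 and an unadjusted p under 0.001. This test was chosen after the files had been seen. Changes were also counted over 46 lists of genes fixed before the files were seen, and each list was compared with all other genes by camera of limma with a preset correlation of 0.01. With a correlation estimated from the libraries, none of the list calls in these tumors held at an adjusted p under 0.05, which is why both p are printed.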

Global transcriptional profiling by RNA-seq was used to further characterize immune-based gene responses in metronomic CPA-treated GL261(B6) tumors and to elucidate the extent of immune unresponsiveness of LLC and B16F10 tumors and its underlying mechanisms. 

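Among the 10 largest increases in GL261(B6) tumors on the CPA/6d schedule are several neutrophil genes and a macrophage gene, and the largest decrease is that of an oligodendrocyte gene. The neutrophil genes Ngp (log2 fold change 8.17 ± 0.37, standard error), S100a9 (7.09 ± 0.39), Ltf (5.99 ± 0.35) and Camp (5.95 ± 0.47) rose most, from few or 0 reads in untreated tumors. Chi3l3, a chitinase-like protein of alternatively activated macrophages, went from 102 ± 14.1 to 5206 ± 448 normalized reads (SD, n = 2 pools), a log2 fold change of 5.66 (standard error 0.10, adjusted p = 1.77e-12 from limma). S100a8, a calcium-binding protein of neutrophils, went from 7.23 ± 1.53 to 499 ± 151 normalized reads (SD, n = 2 pools), a log2 fold change of 5.91 (standard error 0.24, adjusted p = 5.46e-10 from limma). Clec1b, a lectin of platelets and myeloid cells, also rose (4.69 ± 0.29 in log2, standard error). Omg, a myelin glycoprotein of oligodendrocytes, went from 293 ± 2.31 to 8.95 ± 1.83 normalized reads (SD, n = 2 pools), a log2 fold change of -4.90 (standard error 0.22, adjusted p = 1.12e-09 from limma). Among the 11 largest decreases were also Rps6ka6 (log2 fold change -3.94 ± 0.25, standard error), Col9a1 (-3.51 ± 0.12), Mfsd2a (-3.43 ± 0.21), Wasf1 (-3.39 ± 0.10) and Mmp15 (-3.38 ± 0.076), as well as Pllp (-3.34 ± 0.11) and Tubb4a (-3.26 ± 0.12). Of 13701 genes tested, 2425 were higher and 893 lower than in untreated tumors. The authors' deposited table calls 2928 genes with its adjusted p under 0.001, of which 2920 were called in the same direction here and 0 in the other.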

We identified 2119 up regulated genes and 809 down regulated genes in CPA/6d-treated GL261(B6) tumors (significance cutoff values |FC| > 2 and *p* < 0.001; Table 1, Additional file 1: Table S1A). Many fewer genes (663 up regulated, 394 down regulated genes) responded to CPA in B16F10 tumors, and even fewer gene responses were seen in LLC tumors (151 up regulated, 70 down regulated genes; Table 1, Additional file 1: Table S1B-C), which are the most intrinsically sensitive to activated CPA but showed the weakest anti-tumor and immune responses (Fig. 1). 

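B16F10 tumors on CPA gained expression of an acute-phase gene and lost that of a cystine importer. LLC tumors gained a hormone precursor and lost a scavenger receptor of macrophages. Serpina3n, an acute-phase protease inhibitor, rose in B16F10 tumors from 84.7 ± 25.6 to 1685 ± 353 normalized reads (SD, n = 2 pools), a log2 fold change of 4.32 (standard error 0.21, adjusted p = 1.44e-05 from limma). The collagen gene Col10a1 and the membrane protein gene Tmem88b rose as well, by 4.12 and 4.02 in log2, with standard errors of 0.24 and 0.23. Slc7a11, which imports cystine, fell in B16F10 tumors from 472 ± 55.2 to 60.7 ± 11.4 normalized reads (SD, n = 2 pools), a log2 fold change of -2.95 (standard error 0.18, adjusted p = 2.31e-05 from limma), and so did Ndc80 (log2 fold change -2.30 ± 0.19, standard error) and Hmgb2 (-2.24 ± 0.14). In LLC tumors Agt, the precursor of angiotensin, went from 7.79 ± 1.18 to 158 ± 5.23 normalized reads (SD, n = 2 pools), a log2 fold change of 4.18 (standard error 0.25, adjusted p = 5.45e-06 from limma). Marco, a scavenger receptor of macrophages, went from 259 ± 0.155 to 21.2 ± 0.446 normalized reads (SD, n = 2 pools), a log2 fold change of -3.55 (standard error 0.17, adjusted p = 2.18e-06 from limma). Further LLC genes with large changes were Tnr (log2 fold change 2.94 ± 0.24, standard error), Slpi (2.91 ± 0.26), Apod (2.93 ± 0.33), Mest (-3.10 ± 0.21), Chga (-2.89 ± 0.34) and Slc13a3 (-2.75 ± 0.35), of which the authors' deposited adjusted p does not call Slpi and Apod. The neutrophil gene Ngp rose in LLC tumors too, from 28.8 ± 12.3 to 265 ± 187 normalized reads (SD, n = 2 pools). Its log2 fold change there was 3.02 (standard error 0.43, adjusted p = 0.000943 from limma). In all, 736 genes were higher and 414 lower of 12515 tested in B16F10 tumors, and 254 higher and 114 lower of 12579 in LLC tumors, where an adjusted p under 0.001 in place of the unadjusted one leaves 123 and 49. The authors' deposited tables call 1057 genes in B16F10 and 221 in LLC tumors with their adjusted p, of which 1034 and 221 were called in the same direction here. The difference of the responses was tested as well. The response in GL261(B6) exceeded that in LLC for 1776 genes and was below it for 809, and against B16F10 these counts were 990 and 567. The 990 become 1732 at an adjusted p under 0.05, 624 at an adjusted p under 0.001, and 1525 with 10 in place of 1 added to the reads.

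**Figure D1:**
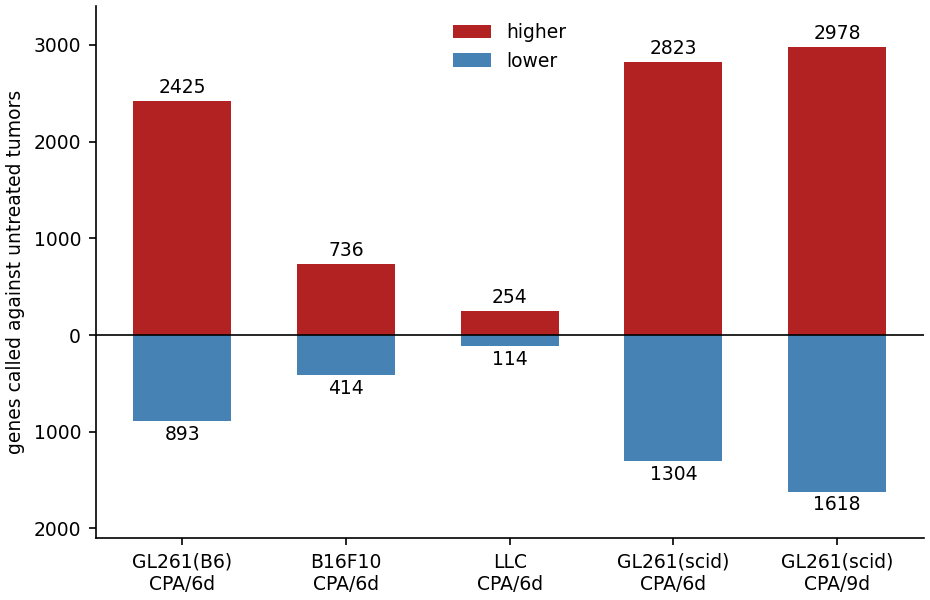
Number of genes higher (upward bars) and lower (downward bars) on CPA than in untreated tumors at a fold change over 2 and an unadjusted p under 0.001, for each tumor model and schedule (2 pools per group). LLC tumors have the shortest bars, 254 higher and 114 lower.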

Analysis of the regulated gene sets in each tumor model identified upstream regulators (UPRs), which were predicted to be either activated or inhibited by metronomic CPA based on the direction of response of their downstream target genes. The full sets of UPRs associated with the CPA-responsive genes in each tumor model (Additional file 3: Table S2A-C) were used to identify top UPRs (Table 1, stringent UPRs; Additional file 4: Table S3A-C) by applying more stringent selection criteria (Additional file 2: Figures S2, S3, S4). Stringent UPRs that were uniquely associated with a given tumor model or that were common between tumors models were also identified.

47 out of 180 stringent UPRs associated with GL261(B6) tumor responses to CPA were unique to GL261(B6) tumors as compared to both unresponsive tumor models (Additional file 4: Table S3G). These 47 UPRs encompass four categories (Table 2): 1) Factors that facilitate tumor regression by immune-mediated mechanisms (23 activated UPRs that activate immune responses, including HMGB1, an immunogenic cell death marker [26], and 3 inhibited UPRs that inhibit immune responses), or by inhibiting tumor cell survival (6 inhibited UPRs that promote tumor cell survival); 2) Factors that counteract tumor regression by inhibiting immune responses (activated PTGS2 [27]) or by promoting cell survival (activated UPRs FN1 [28] and FGFR2 [29]); 3) Factors that are either positive or negative immune response modulators, depending on the cell context (10 UPRs); 4) Glioma cell lineage-related factors (activated UPRs SIM1 [30] and PAX7 [31]).

**Table 2:** Unique UPRs induced by CPA in GL261(B6) compared to LLC and B16F10 tumors. Shown are the 47 UPRs unique to CPA-treated GL261(B6) tumors identified in Additional file 4: Table S3G, classified into 4 categories based on their functions. Group 1 UPRs are expected to contribute to the anti-tumor response, group 2 UPRs counter the anti-tumor response, and the actions of group 3 UPRs depend on cell context. Only two of the UPRs are associated with the glioma-specific lineage of GL261 tumors (group 4)

Category	Reported function	Predicted activation state	Molecule type	Upstream regulator
1. Facilitate tumor regression by immune-mediated mechanisms or by inhibiting tumor cell survival	Activate immune responses	Activated	Cytokine	IL12 (complex), IL7,IL12A,IL12B,CCL11
			Enzyme	TRAF6
			Kinase	MAPK8,MAPKAPK2,MAP3K14,RIPK2
			Other	MOG,TAC1
			Transcription regulator	TBX21,HMGB1,IRF6,HOXA7
			Transmembrane receptor	TLR2,TYROBP,CD2,CD14,OLR1,CD86,BTNL2
	Inhibit immune responses	Inhibited	Transcription regulator	PRDM1
			Neurohormone	CORT
			Phosphatase	DUSP1
	Promote tumor cell survival	Inhibited	Enzyme	SCD
			Growth factor	WISP2
			Kinase	PRKAA1
			Mature microRNA	miR-155-5p (miRNAs w/seed UAAUGCU)
			Transcription regulator	MAX,BCL3
2. Counter tumor regression	Inhibit immune respones	Activated	Enzyme	PTGS2
	Promote tumor cell survival	Activated	Enzyme	FN1
			Kinase	FGFR2
3. Postive or negatve regulator of immune response, depending on cell context	Activate or inhibit immunity	Activated	Cytokine	CSF2,CXCL8,PF4
			G-protein coupled receptor	CCR5
			Apoptotic factor	TRADD
	Activate or inhibit immunity	Inhibited	Enzyme	TAB1
			Kinase	MTOR
			Other	PTX3
			Transcription regulator	IRF4
			Transporter	APOA1
4. Glioma cell lineage	Brain development	Activated	Transcription regulator	SIM1,PAX7

VEGFA was identified as an activated UPR in CPA-treated GL261(B6) tumors (Additional file 4: Table S3A), consistent with the requirement for VEGFA signaling via VEGFR2 for CPA/6d to induce immune cell recruitment in responding gliomas [16, 19]. In contrast, VEGFA was a uniquely inhibited UPR in CPA-treated LLC tumors (Additional file 4: Table S3B), suggesting that CPA/6d inhibits VEGFA-dependent angiogenesis in this tumor model. 

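Vegfa mRNA itself was lower in CPA-treated GL261(B6) tumors, while the VEGF co-receptors were higher. Vegfa, on chromosome 17 of mm9 (46153942 to 46169326), went from 3933 ± 240.1 to 1447 ± 111 normalized reads (SD, n = 2 pools), a log2 fold change of -1.44 (standard error 0.071, adjusted p = 2.68e-09 from limma). Nrp1, a co-receptor that binds VEGFA, went from 291 ± 6.71 to 1173 ± 122 normalized reads (SD, n = 2 pools), a log2 fold change of 2.00 (standard error 0.087, adjusted p = 9.08e-10 from limma). Its paralog Nrp2 (log2 fold change 1.60 ± 0.10, standard error) and the ligand Vegfc (2.27 ± 0.28) were higher too. Of 18 genes of VEGF and angiopoietin signaling, 6 were higher and 1 lower (the same when adjusted over the list alone). Among the endothelial genes, Eng, a TGF-beta co-receptor of vessels (1.51 ± 0.10), and Vwf (1.17 ± 0.10) were higher, and the list of 20 had 5 higher and 0 lower (the same when adjusted over the list alone), with a median of 0.46. These values are mRNA levels, whereas the paper reads the activity of VEGFA from its target genes.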

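Genes of vessel endothelium fell in CPA-treated LLC tumors, while Vegfa itself was not called. Pecam1, the junction protein CD31 of endothelial cells, went from 760 ± 97.8 to 294 ± 24.9 normalized reads (SD, n = 2 pools), a log2 fold change of -1.36 (standard error 0.10, adjusted p = 2.31e-05 from limma). Cdh5, the cadherin of endothelial junctions, went from 817 ± 111 to 332 ± 25.9 normalized reads (SD, n = 2 pools), a log2 fold change of -1.29 (standard error 0.10, adjusted p = 2.98e-05 from limma). Further endothelial genes that fell include Cldn5 (log2 fold change -1.81 ± 0.17, standard error), Tie1 (-1.16 ± 0.15) and Kdr (-1.18 ± 0.18), with Kdr encoding the VEGFA receptor VEGFR2. Of 20 endothelial genes tested, 0 were higher and 12 lower (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 9.79e-08, and of 0.52 with an estimated correlation. The contractile genes of pericytes and smooth muscle Acta2 (-1.11 ± 0.15) and Tagln (-1.39 ± 0.21) fell as well. Vegfa had a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.00686 from limma), from 1257 ± 228 in untreated to 1795 ± 192.3 normalized reads in treated tumors (SD, n = 2 pools). Of 18 genes of VEGF and angiopoietin signaling, 1 was higher and 4 were lower (1 higher and 6 lower when adjusted over the list alone). From the targets of VEGFA that fell, the paper proposes that CPA/6d inhibits VEGFA-dependent angiogenesis in LLC tumors. It also reports a lower microvessel density in treated LLC tumors, measured by staining for the CD31 protein.

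**Figure D2:**
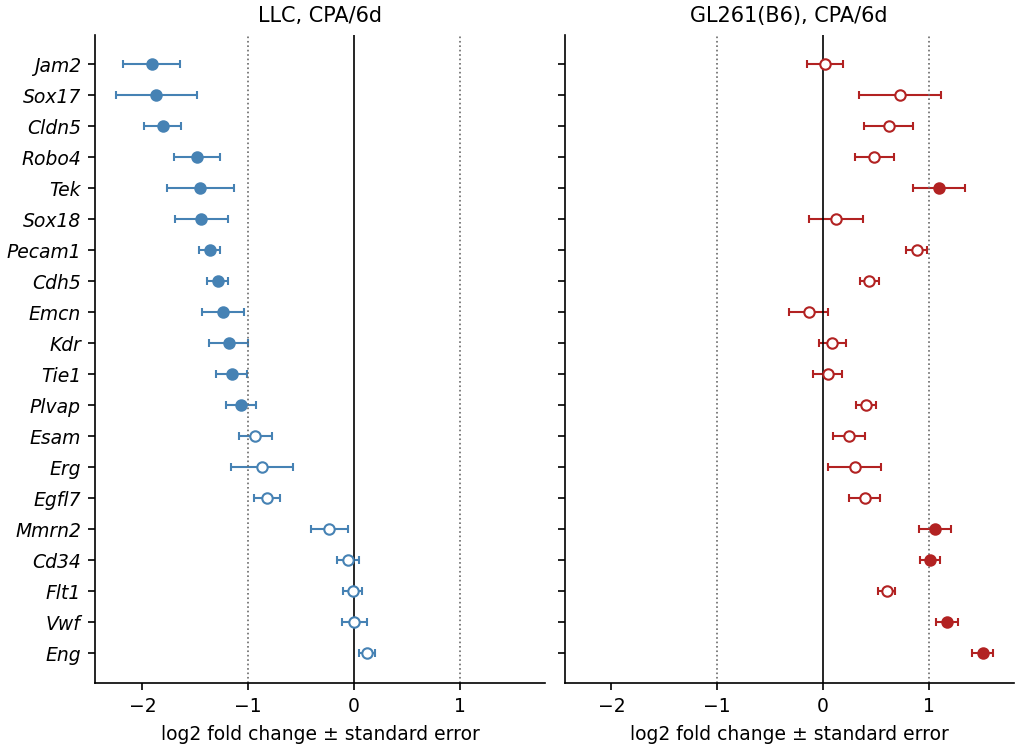
Log2 fold change on CPA/6d of endothelial genes tested in LLC (left) and GL261(B6) tumors (right), with the standard error from limma (2 pools per group) and filled points for genes called. In LLC tumors 12 genes lie below the line at a fold change of 2, and in GL261(B6) tumors none does.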

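Few genes of vessels changed in CPA-treated B16F10 tumors. Vegfa stood at 1392 ± 56.4 normalized reads in untreated and 1303 ± 91.8 in treated tumors (SD, n = 2 pools), a log2 fold change of -0.10 (standard error 0.094, adjusted p = 0.43 from limma). Jam2, an adhesion molecule of endothelial junctions, was higher (2.04 ± 0.16 in log2, standard error). Of 18 genes of VEGF and angiopoietin signaling tested, 1 was higher and 0 were lower (the same when adjusted over the list alone). For 19 endothelial genes the counts were 1 and 0 (the same when adjusted over the list alone).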

VEGFA was not a significant UPR in B16F10 tumors. The predicted UPR activity of VEGFA in LLC tumors was verified experimentally by the significant reduction in LLC tumor microvessel density following CPA/6d treatment (Fig. 2). We also identified six UPRs unique to CPA-treated B16F10 tumors vs. GL261(B6) tumors that promote tumor cell survival or tissue repair and may contribute to B16F10 tumor unresponsiveness: activated UPRs KDM5B [32], RBL2 [33] and SPARC [34–36]; and inhibited UPRs FOXM1 [37], CD24 [38, 39] and CSF2 [40]) (Additional file 4: Table S3C). CSF2, which stimulates intra-tumoral dendritic cell expansion and induces significant CD4+ and CD8+ T cell anti-tumor immune responses [41, 42] was the top uniquely activated UPR (most significant UPR, based on *p*-value of overlap) in CPA-treated GL261 tumors (Table 2, Additional file 4: Table S3G).

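Both chains of the CSF2 receptor rose in CPA-treated GL261(B6) tumors together with genes of dendritic cells. Csf2ra, the ligand-binding chain, went from 159 ± 9.42 to 1199 ± 41.5 normalized reads (SD, n = 2 pools), a log2 fold change of 2.90 (standard error 0.086, adjusted p = 3.83e-11 from limma). Csf2rb, the shared beta chain, went from 239 ± 28.1 to 1623 ± 19 normalized reads (SD, n = 2 pools), a log2 fold change of 2.77 (standard error 0.088, adjusted p = 6.03e-11 from limma). The dendritic cell genes Itgax (log2 fold change 3.01 ± 0.073, standard error), Cd86 (2.59 ± 0.15), Clec9a (3.84 ± 0.24) and Batf3 (2.63 ± 0.21) rose as well, where Clec9a and Batf3 mark the subset that presents antigen to CD8+ T cells. Of 11 dendritic cell genes tested in GL261(B6) tumors, 10 were higher and 0 lower (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 9.68e-05, and of 0.231 with an estimated correlation. In B16F10 tumors 0 of 4 were higher (2 higher and 0 lower when adjusted over the list alone), and in LLC tumors 0 of 5 were higher (the same when adjusted over the list alone).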

**Fig. 2:**
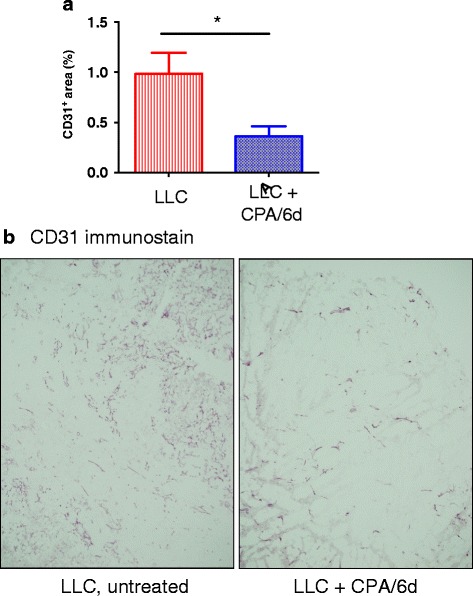
Impact of CPA/6d treatment on LLC tumor microvessel density. Immunohistochemcal staining of blood vessel marker CD31 in LLC tumor sections from untreated or CPA/6d-treated tumors, 6 days after the third CPA treatment. **a**, relative CD31 staining intensity, mean ± SE for *n* = 8 tumors/group; *p < 0.05 by two-tailed *t*-test. **b**, representative figure for each tumor group shown in (**a**)

59 stringent UPRs were common to GL261(B6) and B16F10 tumors (Additional file 4: Table S3H). Of these, the top (most significant) UPRs include IFNB1, IFNG, IL1B, IL6, TGFB1, TNF and TP53, which are activated UPRs, and MYC, which is inhibited. 

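Interferon-induced genes rose in both GL261(B6) and B16F10 tumors, and so did some p53 targets. Among interferon-induced genes, B16F10 tumors gained Ddx58 (log2 fold change 2.52 ± 0.14, standard error), Usp18 (3.72 ± 0.23) and Ifit1 (2.80 ± 0.20), and GL261(B6) tumors gained Irf7 (2.38 ± 0.072), Ifit2 (2.34 ± 0.072), Oas2 (2.28 ± 0.08) and Ifit3 (2.14 ± 0.082). Of 26 interferon-induced genes tested, 20 were higher and 0 lower in GL261(B6) tumors (the same when adjusted over the list alone) and 23 higher and 0 lower in B16F10 tumors (25 higher and 0 lower when adjusted over the list alone). Cdkn1a, the p53 target that blocks the cell cycle, rose in GL261(B6) tumors by 1.65 ± 0.075 and in B16F10 tumors by 2.51 ± 0.088, and Ccng1 by 1.54 ± 0.074 and 2.06 ± 0.085. Of 25 and 26 p53 targets, 9 rose in GL261(B6) and 7 in B16F10 tumors (in B16F10, 11 higher and 0 lower when adjusted over the list alone). Of the regulators themselves, Tnf went from 7.51 ± 3.28 to 111 ± 23.5 normalized reads (SD, n = 2 pools) in GL261(B6) tumors, a log2 fold change of 3.76 (standard error 0.32, adjusted p = 4.7e-07 from limma), and Tgfb1 rose there by 2.06 ± 0.085, whereas in B16F10 tumors Tgfb1 (0.62 ± 0.11) and Il1b (-1.57 ± 0.63) were not called. Myc fell in GL261(B6) tumors (-1.29 ± 0.07) and was not called in B16F10 tumors (-0.99 ± 0.12), where it passes the fold of 2 without the untreated pool with fewer reads (-1.12) and without the treated pool with more reads (-1.05). Of the 12029 genes tested in both models, 379 were higher in both, where 104 would be shared by independent lists, and 123 were lower in both, against 23.9.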

IFNB1, IFNG and IL6 were also identified as highly significant activated UPRs in studies of CPA/6d-treated U251 and 9L tumors in scid mice [21]. However, the fact that these same UPRs are also activated in the CPA/6d immune unresponsive B16F10 tumors indicates that activation of these UPRs alone is insufficient to induce a robust downstream anti-tumor immune response. Three top GL261(B6) and B16F10 common UPRs have a more significant *p*-value of overlap in B16F10 tumors than in GL261(B6) tumors (activated UPRs CDKN2A and IRF7; inhibited UPR TBX2; Additional file 4: Table S3H), suggesting they might contribute to the reduced responsiveness of B16F10 tumors. The activation of three stringent UPRs related to DNA damage pathways [43–45] in both GL261 and LLC tumors (CHUK/IKBKA, IKBKB and JUN) or in all three tumor models (CHUK, IKBKB) (Additional file 4: Table S3A-C) may reflect the cytotoxic responses common to CPA treatment in all three tumor models.

### KEGG pathways activated in responsive and unresponsive tumor models

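Genes of innate immune cells, complement and antigen presentation rose in CPA-treated GL261(B6) tumors. Cfb, complement factor B, went from 599 ± 50.6 to 5029 ± 340.5 normalized reads (SD, n = 2 pools), a log2 fold change of 3.07 (standard error 0.075, adjusted p = 1.39e-11 from limma). Csf1r, the receptor of the macrophage growth factor, went from 686 ± 16.2 to 4134 ± 321 normalized reads (SD, n = 2 pools), a log2 fold change of 2.59 (standard error 0.069, adjusted p = 1.98e-11 from limma). The macrophage genes C1qa (log2 fold change 2.74 ± 0.072, standard error) and C1qb (2.76 ± 0.064) rose too. Toll-like receptor genes Tlr13 (3.00 ± 0.11), Tlr8 (2.86 ± 0.13) and Tlr2 (2.51 ± 0.12) and the inflammasome protease gene Casp1 (2.13 ± 0.10) were higher as well. Of 18 macrophage genes, 16 were higher (the same when adjusted over the list alone). The counts were 17 of 19 for complement (the same when adjusted over the list alone), 12 of 12 for MHC class II presentation (the same when adjusted over the list alone), 17 of 20 for toll-like receptor and inflammasome genes (the same when adjusted over the list alone) and 31 of 34 for the lysosome (the same when adjusted over the list alone). Across the 44 lists tested in GL261(B6) tumors, camera called 30 higher and 6 lower. These counts were 19 and 4 of 39 in B16F10 tumors and 9 and 9 of 41 in LLC tumors, where 4 libraries per model enter each test. With an estimated correlation 0 lists were higher and 0 lower in each of the 3 models.

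**Figure D3:**
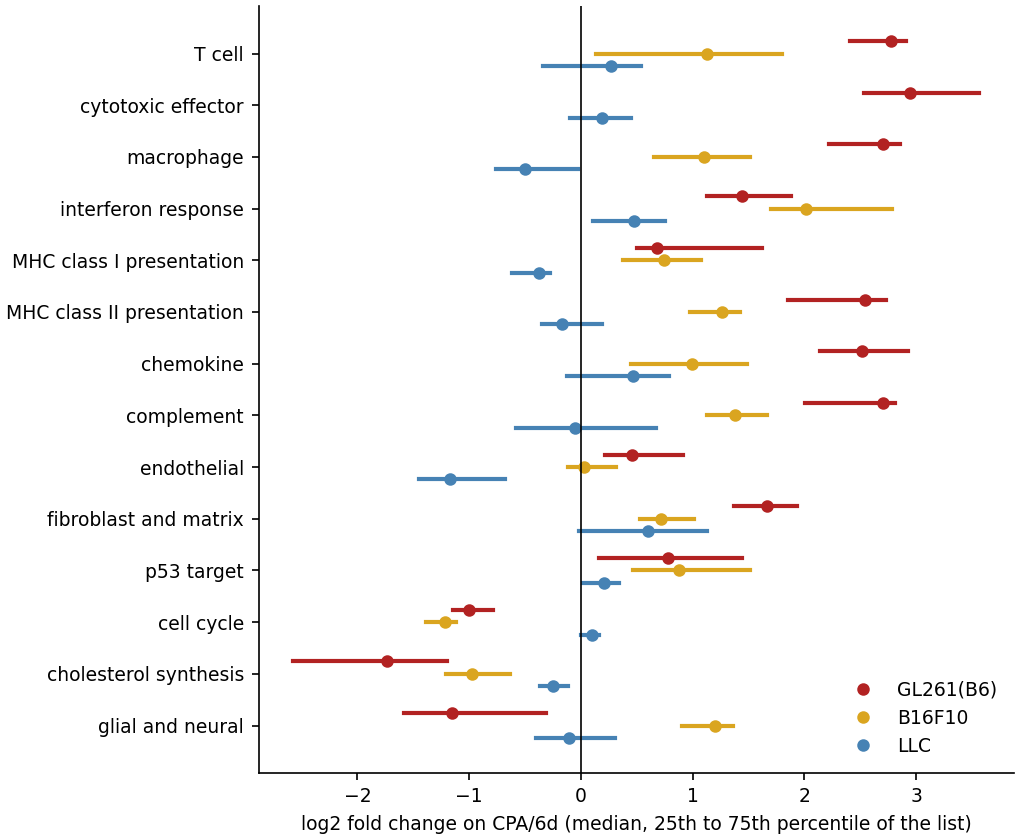
Median log2 fold change on CPA/6d over the tested genes of 14 lists (rows) in GL261(B6), B16F10 and LLC tumors (points; bars span the 25th to 75th percentile of the genes in the list; a list with fewer than 3 tested genes in a model is not drawn for it). The T cell list has its median at 2.77 in GL261(B6) tumors, and the endothelial list at -1.17 in LLC tumors.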

Immune response-related pathways were most highly enriched in the 2119 genes up regulated by CPA/6d in GL261(B6) tumors. 

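Effector genes of T cells and NK cells rose in CPA-treated GL261(B6) tumors. Cd8a, a chain of the CD8 co-receptor of cytotoxic T cells, went from 73.5 ± 13.5 to 551 ± 66.6 normalized reads (SD, n = 2 pools), a log2 fold change of 2.90 (standard error 0.14, adjusted p = 3e-09 from limma). Prf1, the pore-forming protein perforin, went from 23.3 ± 5.18 to 186 ± 18.2 normalized reads (SD, n = 2 pools), a log2 fold change of 2.96 (standard error 0.21, adjusted p = 7.49e-08 from limma). Gzmb, a granule protease whose reads may be split with other granzyme genes, went from 86.7 ± 9.58 to 583 ± 45.7 normalized reads (SD, n = 2 pools), a log2 fold change of 2.74 (standard error 0.12, adjusted p = 9.73e-10 from limma). Further T cell genes that rose are Cd8b1 (log2 fold change 3.25 ± 0.22, standard error), Cd3e (2.66 ± 0.19) and Thy1 (1.92 ± 0.092), and further NK cell genes Il2rb (2.90 ± 0.11), Klrd1 (3.21 ± 0.18) and Eomes (2.80 ± 0.25). The cytokine gene Ifng (3.01 ± 0.32) was higher too. Of 20 T cell genes 20 were higher and 0 lower (the same when adjusted over the list alone), as were 11 and 0 of 11 NK cell genes (the same when adjusted over the list alone) and 14 and 0 of 14 cytotoxic effector genes (the same when adjusted over the list alone). For the T cell list camera of limma gave an adjusted p of 2.29e-08, and of 0.231 with an estimated correlation. Of 5 B cell genes, 3 were higher, among them Cd22 (3.37 ± 0.16), and 1 was lower (the same when adjusted over the list alone).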

The top 24 pathways (*p* < 0.0001) can be classified into three groups (Table 3A; full pathway listing in Additional file 5: Table S4A): 1) immune stimulatory signaling; 2) immune effector activation, including NK cell-mediated cytotoxicity, T cell, and B cell signaling; and 3) inflammatory pathways activated in immune-related diseases. The top KEGG pathways enriched among the 809 genes down regulated in GL261(B6) tumors are primarily involved in tumor cell essential survival functions (Table 3B; Additional file 5: Table S4A), consistent with the strong tumor regression induced by CPA/6d treatment.

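Genes of cholesterol synthesis fell most evenly in CPA-treated GL261(B6) tumors, and genes of DNA synthesis, one-carbon metabolism and glial identity fell as well. The enzymes Idi1 (log2 fold change -3.35 ± 0.10, standard error), Sqle (-2.96 ± 0.084) and Cyp51 (-2.88 ± 0.085) fell. Pold2, a subunit of DNA polymerase delta, went from 606 ± 2.7 to 196 ± 6.25 normalized reads (SD, n = 2 pools), a log2 fold change of -1.62 (standard error 0.09, adjusted p = 7.93e-09 from limma), and the replication genes Mcm5 (-1.34 ± 0.068), Mcm6 (-1.15 ± 0.066) and Pola1 (-1.28 ± 0.072) were lower. Serine and one-carbon genes that fell include Shmt2 (-1.30 ± 0.074), Psat1 (-1.20 ± 0.075) and Tyms (-1.47 ± 0.10). Of the glial and neural genes, Cnp (-2.15 ± 0.065) and Olig2 (-2.05 ± 0.065) fell. Of 19 cholesterol genes, 16 were lower and 0 higher (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 3.24e-09, and of 0.239 with an estimated correlation. The counts of lower genes were 12 of 24 for the cell cycle (the same when adjusted over the list alone), 10 of 24 for DNA replication (the same when adjusted over the list alone), 9 of 14 for serine and one-carbon metabolism (0 higher and 10 lower when adjusted over the list alone) and 10 of 16 for glial and neural genes (2 higher and 10 lower when adjusted over the list alone).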

**Table 3:** KEGG pathways responded to CPA in GL261(B6) tumors

A. Top up regulated pathways				
		Gene Count	%	*P*-Value
Immuno-stimulatory signaling pathways	mmu04060:Cytokine-cytokine receptor interaction	105	5.05	1.36E-30
	mmu04142:Lysosome	50	2.41	4.61E-14
	mmu04514:Cell adhesion molecules (CAMs)	55	2.65	5.33E-12
	mmu04062:Chemokine signaling pathway	59	2.84	7.45E-11
	mmu04630:Jak-STAT signaling pathway	50	2.41	1.51E-09
	mmu04620:Toll-like receptor signaling pathway	38	1.83	1.71E-09
	mmu04512:ECM-receptor interaction	34	1.64	2.09E-09
	mmu04621:NOD-like receptor signaling pathway	27	1.30	2.96E-08
	mmu04612:Antigen processing and presentation	32	1.54	4.18E-07
	mmu04510:Focal adhesion	53	2.55	9.28E-07
	mmu04210:Apoptosis	29	1.40	5.42E-06
	mmu04610:Complement and coagulation cascades	25	1.20	2.82E-05
	mmu05340:Primary immunodeficiency	16	0.77	2.88E-05
	mmu04670:Leukocyte transendothelial migration	33	1.59	7.23E-05
Immune effector activation pathway	mmu04650:Natural killer cell mediated cytotoxicity	56	2.69	7.15E-18
	mmu04660:T cell receptor signaling pathway	39	1.88	1.13E-07
	mmu04662:B cell receptor signaling pathway	30	1.44	2.18E-07
Pathways in immune related disease	mmu04640:Hematopoietic cell lineage	45	2.17	1.28E-17
	mmu05332:Graft-versus-host disease	31	1.49	3.57E-12
	mmu04940:Type I diabetes mellitus	28	1.35	9.06E-09
	mmu05330:Allograft rejection	26	1.25	2.82E-08
	mmu05416:Viral myocarditis	31	1.49	3.05E-06
	mmu04672:Intestinal immune network for IgA production	21	1.01	1.16E-05
	mmu05320:Autoimmune thyroid disease	25	1.20	1.30E-05
	mmu05322:Systemic lupus erythematosus	29	1.40	1.65E-04
B. Top down regulated pathways				
Tumor cell essential function pathways	mmu00100: Steroid biosynthesis	10	1.28	1.45E-09
	mmu00900: Terpenoid backbone biosynthesis	8	1.02	1.80E-07
	mmu03030: DNA replication	10	1.28	2.41E-06
	mmu00240: Pyrimidine metabolism	14	1.79	2.95E-05
	mmu04110: Cell cycle	16	2.04	4.15E-05

KEGG pathways enriched at *p* < 0.0001 in the sets of genes up regulated (A) or down regulated (B) by CPA in GL261(B6) tumors (Additional file 1: Table S1A). The complete set of KEGG pathways identified is shown in Additional file 5: Table S4A. Related KEGG pathways were grouped into categories, as shown. Count, number of input genes associated with the particular pathway; %, percentage of input genes associated with the particular term as a percent of total input genes. P Value, modified Fisher Exact *P*-Value output from David analysis

In LLC tumors, the 151 genes up regulated by CPA/6d (Table 1) are most highly enriched in KEGG pathways related to focal adhesion, ECM-receptor interaction and complement and coagulation cascades (Additional file 5: Table S4B), which include genes related to immune stimulatory signaling. 

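Some genes of matrix, complement and drug metabolism rose in CPA-treated LLC tumors. Dcn, a collagen-binding proteoglycan of fibroblasts, went from 1016 ± 57.9 to 2515 ± 127 normalized reads (SD, n = 2 pools), a log2 fold change of 1.31 (standard error 0.065, adjusted p = 2.18e-06 from limma). C3, the central complement component, went from 224 ± 12.4 to 770.1 ± 52.9 normalized reads (SD, n = 2 pools), a log2 fold change of 1.77 (standard error 0.086, adjusted p = 2.18e-06 from limma). The matrix genes Thbs2 (log2 fold change 1.32 ± 0.071, standard error), Col5a1 (1.25 ± 0.083) and Thbs1 (1.17 ± 0.088) and the complement proteases C1s (1.39 ± 0.10) and Masp1 (1.30 ± 0.17) rose too. Fmo1, a flavin monooxygenase that oxidizes drugs, went from 9.53 ± 1.28 to 89.7 ± 22.6 normalized reads (SD, n = 2 pools), a log2 fold change of 3.09 (standard error 0.29, adjusted p = 0.0001 from limma), and Ephx1 (1.18 ± 0.12) was also higher. Of 18 fibroblast and matrix genes 6 were higher and 0 lower (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 5.39e-06, and of 0.52 with an estimated correlation. For 15 complement genes the counts were 4 and 0 (the same when adjusted over the list alone), with a median log2 fold change of -0.048 and a mean of 0.13, and for 14 genes of drug metabolism 7 and 0 (8 higher and 0 lower when adjusted over the list alone).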

The 70 CPA-down regulated LLC genes are enriched for cell adhesion molecules and leukocyte transendothelial migration (Additional file 5: Table S4B). 

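The genes of leukocyte adhesion and transmigration that fell in LLC tumors are all components of endothelial junctions. Among 19 such genes tested, 0 were higher and 4 lower (1 higher and 5 lower when adjusted over the list alone), and the lower ones include Pecam1, Cdh5 and Cldn5. Vcam1, which binds integrins of leukocytes, stood at 1523 ± 74 normalized reads in untreated and 1127 ± 26.1 in treated tumors (SD, n = 2 pools), a log2 fold change of -0.43 (standard error 0.061, adjusted p = 0.000836 from limma). Over the whole list the median was -0.43, and camera of limma gave an adjusted p of 0.000215, and of 0.554 with an estimated correlation. Macrophage genes Emr1 (log2 fold change -1.51 ± 0.12, standard error) and Siglec1 (-1.23 ± 0.13) fell as well.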

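Genes by which leukocytes adhere to and cross vessel walls responded to CPA more strongly in GL261(B6) than in LLC tumors. Itgb2, the beta chain of leukocyte integrins, rose in GL261(B6) tumors from 395 ± 28.8 to 3770 ± 312 normalized reads (SD, n = 2 pools), and its response exceeded that in LLC tumors by a log2 difference of 3.63 (standard error 0.11, adjusted p = 2.09e-08 from limma). Pecam1 responded more in GL261(B6) than in LLC tumors by 2.25 (standard error 0.16, adjusted p = 1.03e-06 from limma). The difference was also called for Itgam (2.98 ± 0.11), Vcam1 (2.43 ± 0.10), Selplg (2.92 ± 0.20), Cdh5 (1.73 ± 0.14) and Cldn5 (2.43 ± 0.27), given as log2 difference ± standard error. In GL261(B6) tumors alone Itgam (log2 fold change 2.62 ± 0.079, standard error), Selplg (3.16 ± 0.11) and Itgal (2.66 ± 0.10) rose. Of 18 genes of the list, 9 were higher and 0 lower in GL261(B6) tumors (the same when adjusted over the list alone). The difference from LLC was called for 14 of 19 genes, all with the larger response in GL261(B6) (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 2.71e-07, and of 0.106 with an estimated correlation.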

The latter two pathways, which are up regulated in GL261(B6) tumors (Table 3A), are critical for tumor infiltration by immune cells [46]; their down regulation in LLC tumors may contribute to LLC low immune responsiveness.

The 663 genes up regulated in CPA/6d-treated B16F10 tumors (Table 1) are enriched for p53 signaling, which may regulate tumor cell response to CPA at the level of DNA damage response and immune response, as well as 10 other KEGG pathways related to immune stimulatory signaling or immune-related diseases: lysosomes [47], complement and coagulation cascades, systemic lupus erythematosus, cytokine-cytokine receptor interactions, prion disease [48], JAK-STAT signaling, chemokine signaling, antigen processing and presentation, cell adhesion molecules, and ECM-receptor interaction (Additional file 5: Table S4C). However, in contrast to GL261(B6) tumors, immune effector activation pathways were not enriched in the metronomic CPA responses in B16F10 tumors, which may explain why activation of the above 10 pathways is not sufficient for a robust anti-tumor immune response in B16F10 tumors. 

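Most complement genes tested, and some p53 targets and lysosomal genes, rose in CPA-treated B16F10 tumors. Phlda3, a p53 target that restrains AKT signaling, went from 669.7 ± 34.9 to 3121 ± 79.2 normalized reads (SD, n = 2 pools), a log2 fold change of 2.22 (standard error 0.089, adjusted p = 6.89e-06 from limma). C4b, a complement component whose reads may be split with its paralog C4a, went from 303 ± 5.09 to 2997 ± 368 normalized reads (SD, n = 2 pools), a log2 fold change of 3.30 (standard error 0.11, adjusted p = 3.85e-06 from limma). Cd68, a lysosomal protein of macrophages, went from 174 ± 17.3 to 728 ± 57.4 normalized reads (SD, n = 2 pools), a log2 fold change of 2.06 (standard error 0.12, adjusted p = 2.31e-05 from limma). The complement genes C3ar1 (log2 fold change 1.96 ± 0.15, standard error) and Serping1 (1.33 ± 0.14), the macrophage gene C1qb (1.34 ± 0.14) and the lysosomal genes Ctsb (1.38 ± 0.094) and Ctsa (1.05 ± 0.087) were higher too, as was the class I gene H2-T23 (1.80 ± 0.14). The counts of higher genes were 11 of 16 for complement (14 higher and 0 lower when adjusted over the list alone), 10 of 18 for macrophages (11 higher and 0 lower when adjusted over the list alone), 12 of 34 for the lysosome (the same when adjusted over the list alone) and 5 of 16 for MHC class I presentation (the same when adjusted over the list alone). For the complement list camera of limma gave an adjusted p of 2.55e-08, and of 0.351 with an estimated correlation.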

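Some T cell genes responded more to CPA in GL261(B6) than in B16F10 tumors. The response of Cd8a in GL261(B6) exceeded that in B16F10 tumors by a log2 difference of 4.39 (standard error 0.56, adjusted p = 0.00033 from limma). For Lck, the kinase of T cell receptor signaling, this difference was 3.03 (standard error 0.28, adjusted p = 5.5e-05 from limma). For Cd3g it was 4.17 ± 0.54 (standard error), a call that is lost with voom weights. In the B16F10 pools Cd8a had 1 to 11 reads and Cd3g 0 to 2, too few for a firm fold change there. In B16F10 tumors only 4 T cell genes reached the level needed for testing, of which 0 were higher and 0 lower (2 higher and 1 lower when adjusted over the list alone). The difference of the responses was called for 10 of 20 T cell genes, for 2 of 11 NK cell genes and for 4 of 14 cytotoxic effector genes, each with the larger response in GL261(B6). Adjusted over the list alone these were 15, 9 and 11. For the T cell list camera of limma gave an adjusted p of 2.43e-05, and of 0.287 with an estimated correlation. Gzmb, whose reads may be split with other granzyme genes, had a difference of 2.74 ± 0.48, a call that is lost without any 1 of the GL261(B6) pools. The paper proposes that the lack of effector activation may explain why the other immune pathways of B16F10 tumors do not lead to a robust anti-tumor response.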

The set of 394 down regulated B16F10 genes (Table 1) is enriched in tumor growth-related pathways, such as cell cycle, DNA replication, serine and threonine metabolism, one carbon pool by folate, steroid biosynthesis, terpenoid backbone biosynthesis, and pyrimidine metabolism (Additional file 5: Table S4C), consistent with the moderate B16F10 tumor growth delay induced by CPA treatment (Fig. 1). 

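Genes of mitosis, serine synthesis and cholesterol synthesis fell in CPA-treated B16F10 tumors. Top2a, the topoisomerase of dividing cells, went from 6126 ± 183 to 1838 ± 24.1 normalized reads (SD, n = 2 pools), a log2 fold change of -1.74 (standard error 0.085, adjusted p = 1.44e-05 from limma). Phgdh, the entry enzyme of serine synthesis, went from 3547 ± 98.6 to 1153 ± 86.8 normalized reads (SD, n = 2 pools), a log2 fold change of -1.62 (standard error 0.092, adjusted p = 2.31e-05 from limma). Cth, which makes cysteine from cystathionine, went from 170.2 ± 39.4 to 21.9 ± 3.52 normalized reads (SD, n = 2 pools), a log2 fold change of -2.89 (standard error 0.25, adjusted p = 7.76e-05 from limma). The cell cycle genes Cdk1 (log2 fold change -1.44 ± 0.091, standard error) and Bub1 (-1.64 ± 0.12), the folate and serine enzymes Mthfd2 (-1.66 ± 0.095) and Psph (-1.51 ± 0.12) and the sterol enzymes Cyp51 (-1.55 ± 0.095) and Fdps (-1.25 ± 0.10) fell as well. Of 24 cell cycle genes 20 were lower and 0 higher (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 1.16e-14, and of 0.363 with an estimated correlation. The counts of lower genes were 13 of 24 for DNA replication (the same when adjusted over the list alone), 10 of 13 for serine and one-carbon metabolism (the same when adjusted over the list alone) and 9 of 19 for cholesterol synthesis (the same when adjusted over the list alone).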

The down regulation of serine and threonine metabolism may lead to a decrease in glutathione levels [49, 50] and thereby sensitize B16F10 tumor cells to the cytotoxicity of CPA.

### Gene pathways predictive of differential responsiveness to CPA in untreated tumors

LLC, B16F10 and GL261 tumor cells all show substantial intrinsic sensitivity to activated CPA cytotoxicity (Fig. 1a) at concentrations well below those reached in tumor-bearing mice given CPA/6d treatments [17]. Accordingly, we hypothesize that their differential responsiveness to CPA in vivo is not due to differences in intrinsic CPA sensitivity, but rather, reflects the distinct interactions of each tumor cell line with host stromal cells. To identify genes and pathways active in untreated tumors that are associated with, and may be predictive of, this differential responsiveness to metronomic CPA treatment, we compared the transcriptional profiles of untreated GL261 tumors to those of untreated LLC and B16F10 tumors. 

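Untreated GL261(B6) tumors differed widely from both other models before any treatment. Cspg4, a proteoglycan of glial precursors and pericytes, stood at 2276 ± 123 normalized reads in untreated GL261(B6) and 33.7 ± 2.86 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of 6.04 (standard error 0.10, adjusted p = 2e-08 from limma). Hmox1, heme oxygenase 1, was lower, with 685 ± 132 normalized reads in untreated GL261(B6) and 2105 ± 68.8 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of -1.63 (standard error 0.12, adjusted p = 1.15e-05 from limma). Against LLC 2429 genes were higher and 1708 lower in GL261(B6), and against B16F10 2670 and 2227. In both comparisons 1380 genes were higher and 488 lower, where 500 and 229 would be shared by independent lists and a mean of 0.4 and 0.35 were shared in 20 simulated draws without any difference. Both comparisons use the same 2 untreated GL261(B6) libraries, so part of the excess over independent lists may come from these shared libraries. The draws do not measure that part, since few genes are called in them. The counts depend on having both of them. Without the pool with more reads 268 genes were higher and 125 lower in both comparisons, and without the other pool 242 and 128.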

We identified 1348 genes showing significantly higher basal expression and 438 genes showing significantly lower basal expression in the responsive tumors than in both unresponsive tumor models (Additional file 7: Tables S7A-B, Additional file 2: Figure S7). 

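Interferon-induced genes were higher in untreated GL261(B6) tumors than in both other models. Stat2, which carries the signal of type I interferon, stood at 1211 ± 129.5 normalized reads in untreated GL261(B6) and 106 ± 10.3 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of 3.50 (standard error 0.11, adjusted p = 3.03e-07 from limma). Against LLC Oasl2 (log2 fold change 4.42 ± 0.10, standard error), Zbp1 (5.72 ± 0.17) and Ifih1 (4.43 ± 0.14) were higher, and against B16F10 Ifi44 (5.15 ± 0.24) and Cmpk2 (2.77 ± 0.11). The chemokine gene Cxcl9, which draws T cells, was higher than in LLC (5.02 ± 0.17), and Cxcl10 higher than in B16F10 (2.03 ± 0.11). Ccl2, which draws monocytes, was lower than in LLC (-4.82 ± 0.23). Of 26 interferon-induced genes, 24 were higher and 0 lower than in both models. These counts were 12 and 0 of 15 for T cells, 4 and 0 of 6 for NK cells, 9 and 0 of 21 for chemokines and 8 and 0 of 17 for complement. For the interferon list the difference from LLC had camera adjusted p = 1.88e-09 from limma, and 0.574 with an estimated correlation, and that from B16F10 had camera adjusted p = 7.09e-08 from limma, and 0.431 with an estimated correlation, with 26 and 24 of 26 genes higher when adjusted over the list alone.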

Unexpectedly, the genes more highly expressed in the responsive tumors were enriched for immune-related signaling pathways, including immune effector signaling, immune stimulatory signaling, and immune disease (Additional file 8: Table S8A). The strongest enrichment was for cell adhesion genes, many of which are involved in antigen processing and presentation and other immune responses. 

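Genes that load and present antigen were higher in untreated GL261(B6) tumors than in LLC and B16F10 tumors. Nlrc5, the transactivator of MHC class I genes, stood at 2228 ± 35 normalized reads in untreated GL261(B6) and 121 ± 0.851 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of 4.19 (standard error 0.067, adjusted p = 1.77e-08 from limma), and against B16F10 its log2 fold change was 4.94 (standard error 0.11, adjusted p = 8.28e-08 from limma). H2-K1, a class I heavy chain whose reads may be split with other H2 genes, stood at 5799 ± 180 normalized reads in untreated GL261(B6) and 1654 ± 37.3 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of 1.81 (standard error 0.058, adjusted p = 2.19e-07 from limma). The peptide transporter and proteasome genes Tap1 (log2 fold change 4.41 ± 0.074, standard error) and Psmb8 (4.02 ± 0.13) were higher than in LLC, and Tap2 (3.58 ± 0.10) and Tapbp (2.16 ± 0.066) higher than in B16F10. Among class II genes, H2-Aa was higher than in LLC by 5.64 ± 0.12, and H2-DMb1, which helps load peptides, higher than in B16F10 by 2.79 ± 0.12. Of 16 genes of class I presentation 12 were higher and 0 lower than in both models, and of 10 class II genes 9 and 0. The class I list had 12 higher against LLC (the same when adjusted over the list alone), with camera adjusted p = 2e-06 from limma, and 0.574 with an estimated correlation, and 16 against B16F10 (the same when adjusted over the list alone), with camera adjusted p = 5.35e-07 from limma, and 0.431 with an estimated correlation.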

Only two of the enriched pathways (axon guidance and prion diseases) were related to the neuronal cell lineage of GL261 tumors. Thus, basal immune activity is higher in the responsive tumors and may positively impact responsiveness to CPA-induced immunity.

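Genes of the glial lineage were also among those higher in untreated GL261(B6) tumors. Sox2 and Olig2, transcription factors of glial precursors, had 2787 ± 136 and 3356 ± 167 normalized reads in GL261(B6) tumors and fewer than 1 on average in LLC and B16F10 tumors. Of 16 glial and neural genes tested in both comparisons, 11 were higher and 0 lower in GL261(B6) than in both models. The list had 14 higher and 0 lower against LLC (the same when adjusted over the list alone) with camera adjusted p = 3.97e-06 from limma, and 0.574 with an estimated correlation, and 12 higher and 2 lower against B16F10 (the same when adjusted over the list alone).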

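Some fibroblast genes were higher in untreated GL261(B6) tumors as well. Postn, a matrix protein of activated fibroblasts, stood at 3612 ± 289 normalized reads in untreated GL261(B6) and 172 ± 22.6 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of 4.39 (standard error 0.10, adjusted p = 6.37e-08 from limma), and at 3224 ± 262 normalized reads in untreated GL261(B6) and 439.7 ± 9.01 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of 2.87 (standard error 0.075, adjusted p = 1.38e-07 from limma). Macrophage genes did not share 1 direction. Itgam, a leukocyte integrin chain, was lower than in LLC (log2 fold change -2.39 ± 0.083, standard error), and Mertk, a receptor for dying cells, was lower as well (-1.77 ± 0.12), whereas Csf1r and Mrc1 were higher than in B16F10 tumors (2.15 ± 0.092 and 1.69 ± 0.088). Of 18 macrophage genes, 4 were higher and 0 lower than in both models. Of 18 fibroblast and matrix genes, 6 were higher in both. From the immune pathways among the genes with a higher level, the paper concludes that basal immune activity is higher in the responsive tumors and proposes that it may favor their response to CPA-induced immunity.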

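Genes with a higher basal level in GL261(B6) tumors than in both other models were often also responsive to CPA. Bgn, a matrix proteoglycan, went from 2030 ± 173 to 8667 ± 579.6 normalized reads (SD, n = 2 pools), a log2 fold change of 2.09 (standard error 0.072, adjusted p = 1.17e-10 from limma). Cspg4 went from 2170 ± 113 to 907 ± 43 normalized reads (SD, n = 2 pools), a log2 fold change of -1.26 (standard error 0.068, adjusted p = 6.57e-09 from limma). Of the 1380 genes higher in both basal comparisons, 672 changed on CPA/6d, which is 48.7% (95% Clopper-Pearson interval 46 to 51.4%, which treats genes as independent). Of these, 331 rose and 341 fell. This balance is lost without 1 or the other untreated GL261(B6) pool, when 9.7% and 8.26% of the genes in the smaller set rose and 39.9% and 41.7% fell. With separate untreated pools for the basal level and the response, 27 and 22 genes rose and 111 and 96 fell. With all pools the share that changed is 2.01 times that among the 13701 genes tested (24.2%), and 3.42 times that among all 23284 genes of the table (14.3%), many of which have too few reads to be called. With all libraries of the B6 tumors in 1 fit the share was 32.6%. The untreated GL261(B6) libraries enter both sides with opposite sign, which by itself moves genes with a high chance value toward a fall on CPA. In 20 further simulated draws without any difference, with the spread fitted over the CPA/6d GL261(B6) tumors as well, 18 genes passed both basal comparisons and 5 of them fell on CPA.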

Strikingly, 44 % of the 1348 genes with higher basal expression in GL261(B6) tumors showed a significant change in expression following CPA/6d treatment, a 3.5-fold enrichment when compared to the 12.6 % response rate for all genes (Additional file 7: Table S7C, legend). Thus, the pathways dysregulated by CPA/6d are already primed to be differentially expressed in untreated GL261 tumors. 

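Many of the immune genes that stood higher in untreated GL261(B6) tumors rose further on CPA. Cd274, which encodes the checkpoint ligand PD-L1, went from 364 ± 22 to 2459 ± 30.1 normalized reads (SD, n = 2 pools), a log2 fold change of 2.76 (standard error 0.071, adjusted p = 1.71e-11 from limma). The class I gene H2-K1, whose reads may be split with other H2 genes (log2 fold change 1.88 ± 0.063, standard error), and the class II genes H2-Ab1 (2.73 ± 0.067), H2-Eb1 (2.61 ± 0.065) and H2-Aa (2.78 ± 0.069) rose as well. Of the genes higher in both basal comparisons, 12 of 12 T cell genes rose, as did 9 of 9 class II genes, 18 of 24 interferon-induced genes, 9 of 9 chemokines and 4 of 12 class I genes, and none in these 5 lists fell. Of 23 negative regulators 16 rose and 1 fell, of 4 cytokine genes 2 rose, of 2 B cell genes 0 rose and 1 fell, and the 1 mast cell gene was not called. Among serine and one-carbon genes only 2 were higher in both basal comparisons, of which 1 fell.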

Immune activation-related pathways were significantly enriched in the genes with higher basal expression that were up regulated by CPA (Additional file 8: Table S8B), while glycine, serine and threonine metabolism and focal adhesion were significantly enriched in the CPA down regulated genes (Additional file 8: Table S8C). The down regulation of glycine, serine and threonine metabolism may reduce the anti-oxidative capacity of GL261 tumor cells and sensitize them to CPA cytotoxicity [49]. 

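Glial genes that stood higher in untreated GL261(B6) tumors fell on CPA. Olig1, a transcription factor of oligodendrocyte precursors, went from 4774 ± 227 to 1448 ± 53.4 normalized reads (SD, n = 2 pools), a log2 fold change of -1.72 (standard error 0.063, adjusted p = 1.93e-10 from limma), a call that is lost with all libraries of the B6 tumors in 1 fit. Of the 11 glial and neural genes higher in both basal comparisons, 0 rose and 10 fell.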

Genes related to glial cells and neuron establishment were also significantly enriched in the CPA down regulated gene set (Additional file 8: Table S8D).

The 438 genes showing significantly lower basal expression in responsive tumors compared to both unresponsive tumor models (Additional file 7: Table S7B) are most highly enriched for glutathione metabolism and other metabolic pathways (Additional file 8: Table S8E). These pathways include glutathione S-transferases GSTM1 and GSTP1, which are associated with resistance to CPA [51, 52]. 

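Genes of glutathione metabolism were lower in untreated GL261(B6) tumors than in LLC and B16F10 tumors. Gsta4, a glutathione S-transferase for lipid peroxidation products, stood at 12 ± 2.31 normalized reads in untreated GL261(B6) and 1143 ± 389 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of -6.43 (standard error 0.25, adjusted p = 6.15e-07 from limma). Mgst3, a microsomal glutathione transferase, stood at 14.3 ± 1.67 normalized reads in untreated GL261(B6) and 455 ± 3.32 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of -4.91 (standard error 0.17, adjusted p = 3.31e-07 from limma). Gsto1 was lower than in LLC (-1.68 ± 0.074 in log2, standard error), and Gpx1 and Gstm2 lower than in B16F10 (-1.70 ± 0.077 and -3.90 ± 0.18). Gpx3, a glutathione peroxidase of plasma, was higher than in LLC (2.64 ± 0.12). Of 19 glutathione and GST genes, 0 were higher and 9 lower than in both models. Against LLC 2 of 21 were higher and 12 lower (3 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 0.00347 from limma, and 0.574 with an estimated correlation, and against B16F10 1 of 19 and 11 (1 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 0.0128 from limma, and 0.431 with an estimated correlation.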

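Gstm1 and Gstp1 conjugate glutathione to drugs, and the reads of both may be split with their close paralogs. Gstm1 stood at 30.5 ± 7.33 normalized reads in untreated GL261(B6) and 353 ± 33.2 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of -3.51 (standard error 0.20, adjusted p = 3.49e-06 from limma), and against LLC its log2 fold change was -3.72 (standard error 0.21, adjusted p = 2.77e-06 from limma). Gstp1 stood at 115 ± 9.14 normalized reads in untreated GL261(B6) and 398 ± 30.2 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of -1.78 (standard error 0.12, adjusted p = 5.94e-06 from limma), and against B16F10 its log2 fold change was -3.58 (standard error 0.10, adjusted p = 1.75e-07 from limma). Both calls against LLC are lost without either of the untreated GL261(B6) pools, and both against B16F10 hold. After CPA/6d Gstm1 rose in GL261(B6) tumors from 32.5 ± 7.86 to 190.4 ± 37.8 normalized reads (SD, n = 2 pools), a log2 fold change of 2.52 (standard error 0.21, adjusted p = 4.14e-07 from limma), whereas Gstp1 had a log2 fold change of -0.055 (standard error 0.15, adjusted p = 0.759 from limma).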

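Glycolytic enzymes were lower in untreated GL261(B6) than in B16F10 tumors, and differed less from LLC tumors. Hk2, the hexokinase that starts glycolysis in many tumors, stood at 846 ± 21.2 normalized reads in untreated GL261(B6) and 3457 ± 168 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of -2.03 (standard error 0.065, adjusted p = 2.86e-07 from limma). Hk1 was lower as well (log2 fold change -2.03 ± 0.064, standard error). Aldoc, an aldolase of brain, was higher than in LLC (5.30 ± 0.16). Among lysosomal genes, Galc (-2.60 ± 0.14) was lower than in B16F10, Ctsl was lower than in LLC (-2.18 ± 0.064), and Ctss was higher than in B16F10 (3.12 ± 0.076). Of 17 glycolytic genes 0 were higher and 3 lower than in both models, and of 34 lysosomal genes 4 were higher and 3 lower. Against B16F10 12 glycolytic genes were lower (the same when adjusted over the list alone), with camera adjusted p = 0.000994 from limma, and 0.431 with an estimated correlation, and 5 lysosomal genes were higher and 14 lower (the same when adjusted over the list alone). Against LLC the counts of higher and lower genes were 1 and 3 for glycolysis (the same when adjusted over the list alone) and 5 and 5 for the lysosome (the same when adjusted over the list alone).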

Further, lower basal GL261(B6) expression was seen for glycolysis/gluconeogenesis and for the lysosome pathway, which degrades/recycles macromolecules via endocytosis, phagocytosis and autophagy, suggesting the responsive tumors have a low metabolic rate [53]. 147 of the 438 genes showing lower basal expression in GL261(B6) tumors were up regulated by CPA/6d treatment; only one gene was down regulated (Additional file 7: Table S7D). These 147 genes are enriched for lysosome pathway, blood vessel morphogenesis, pleckstrin homology-type, glycoprotein, and endosome/cytoplasmic membrane-bounded vesicle (Additional file 8: Table S8F). 

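Among genes with a lower basal level in GL261(B6) tumors, nearly all that responded to CPA rose. Hmox1 went from 732 ± 142 to 1711 ± 55.6 normalized reads (SD, n = 2 pools), a log2 fold change of 1.24 (standard error 0.10, adjusted p = 3.93e-07 from limma). Of the 461 such genes tested in GL261(B6), 173 rose and 1 fell, so that 37.7% changed (95% Clopper-Pearson interval 33.3 to 42.3%). Among all 13701 genes tested 24.2% changed. Chance values of the untreated GL261(B6) libraries alone push these genes toward a rise, and in the 20 draws simulated together with the CPA/6d tumors 8 genes passed, of which 1 rose. Without 1 or the other untreated GL261(B6) pool the set has 113 and 118 genes, of which 49 and 61 rose.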

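The lysosomal and vascular lists contributed few of the genes with a lower basal level that rose on CPA. All 3 lysosomal genes lower than in both models rose. Of 4 genes of VEGF and angiopoietin signaling, 1 rose, namely Nrp2, which before treatment stood at 347 ± 29.8 normalized reads in untreated GL261(B6) and 4049 ± 327 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of -3.54 (standard error 0.083, adjusted p = 7.02e-08 from limma). Of 2 endothelial genes 1 rose, and of 9 glutathione and GST genes 4, while 0 of 3 glycolytic genes did. Lysosomal genes also rose in GL261(B6) tumors where their basal level was not lower, as with Ctsc (log2 fold change 2.56 ± 0.062, standard error), Npc2 (2.43 ± 0.06) and Laptm5 (2.74 ± 0.071).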

Up regulation of the endosome-lysosome pathway may enhance immunogenic tumor cell death by increasing digestion, processing and presentation of tumor antigens [54]. Up regulation of blood vessel morphogenesis may increase tumor uptake of active CPA metabolites and immune cell recruitment into tumors [55–57].

### Negative regulators of immune response

CPA alteration of immune suppressive factors in the tumor microenvironment could contribute to differences in chemotherapy-induced immune responses between tumor models. To determine whether CPA depletes such immune suppressive factors, we compared the full set of CPA-responsive genes in each tumor model with a set of 124 negative regulators of immune response (Additional file 6: Table S5B; Additional file 8: Figure S8). Surprisingly, in GL261(B6) tumors, only one of the 124 genes was down regulated by CPA/6d treatment (*CR2*, FC = −2.1), while 57 genes were up regulated (Additional file 6: Table S5C). 

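Negative regulators that rose in CPA-treated GL261(B6) tumors include genes of leukocytes and a complement inhibitor. Ptprc, the phosphatase CD45 carried by all leukocytes, went from 549 ± 4.11 to 3848 ± 156 normalized reads (SD, n = 2 pools), a log2 fold change of 2.81 (standard error 0.064, adjusted p = 1.21e-11 from limma). Serping1, which inhibits the first complement proteases, went from 681 ± 6.48 to 4583 ± 232 normalized reads (SD, n = 2 pools), a log2 fold change of 2.75 (standard error 0.063, adjusted p = 1.21e-11 from limma). Fcgr2b, the inhibitory receptor for IgG, went from 486 ± 35.6 to 2810 ± 78.8 normalized reads (SD, n = 2 pools), a log2 fold change of 2.53 (standard error 0.071, adjusted p = 2.78e-11 from limma). Cr2, a complement receptor of B cells on chromosome 1 of mm9 (196963005 to 197002909), fell from 89.7 ± 15.6 to 41 ± 7.17 normalized reads (SD, n = 2 pools), a log2 fold change of -1.11 (standard error 0.22, adjusted p = 0.000564 from limma). Its fold change lies close to the limit of 2, so the call is lost with a pseudocount of 10 and without some of the pools. The study took the list from a Gene Ontology term. Of 96 tested genes of the list, 58 were higher and 1 lower (61 higher and 1 lower when adjusted over the list alone). For the list camera of limma gave an adjusted p of 1.49e-10, and of 0.231 with an estimated correlation.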

Further, CPA up regulated only 4 of the 124 negative regulators in LLC tumors and 17 in B16F10 tumors (Additional file 6: Table S5D, Additional file 6: Table S5E). 

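The negative regulators that rose in LLC tumors include a receptor and its ligand, while those of B16F10 tumors include genes of interferon and Fc receptor pathways. Il1rl1, the receptor of interleukin 33, went from 474 ± 0.284 to 2363 ± 290.3 normalized reads (SD, n = 2 pools) in LLC tumors, a log2 fold change of 2.31 (standard error 0.08, adjusted p = 1.66e-07 from limma). Il33 itself went from 263 ± 26.1 to 858 ± 189.6 normalized reads (SD, n = 2 pools), a log2 fold change of 1.69 (standard error 0.13, adjusted p = 3.18e-05 from limma). In B16F10 tumors Lgals3, a galectin of macrophages, went from 1911 ± 228 to 8529 ± 1271 normalized reads (SD, n = 2 pools), a log2 fold change of 2.15 (standard error 0.13, adjusted p = 2.31e-05 from limma). Dhx58, a regulator of RNA sensing, rose there too (log2 fold change 2.70 ± 0.21, standard error), as did Fcgr2b (1.73 ± 0.14). Of 83 listed genes tested in LLC tumors 5 were higher (6 higher and 2 lower when adjusted over the list alone), and of 74 in B16F10 tumors 18 (22 higher and 0 lower when adjusted over the list alone). For B16F10 camera of limma gave an adjusted p of 2.38e-05, and of 0.381 with an estimated correlation.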

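Heme oxygenase 1 breaks down heme and dampens inflammation. In LLC tumors Hmox1, on chromosome 8 of mm9 (77617490 to 77624495), went from 2410 ± 14 to 1080 ± 49 normalized reads (SD, n = 2 pools), a log2 fold change of -1.16 (standard error 0.058, adjusted p = 2.37e-06 from limma). Its response in GL261(B6) exceeded that in LLC tumors by a log2 difference of 2.40 (standard error 0.14, adjusted p = 3.15e-07 from limma). In LLC tumors 1 of the listed genes tested was lower, and in B16F10 tumors 0 of 74 were.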

One negative regulator of immune response was down regulated by CPA treatment in LLC tumors (*Hmox1*, FC = −2.2) and no negative regulators of immune response were down regulated in B16F10 tumors. No negative regulators of immune response were uniquely up regulated by CPA (>2-fold difference) in the two unresponsive tumor models as compared to GL261(B6) tumors. 

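The difference of the responses shows the same contrast for single genes. The response of Ptprc in GL261(B6) exceeded that in LLC tumors by a log2 difference of 3.06 (standard error 0.12, adjusted p = 2.98e-08 from limma). For Tgfb1, a cytokine that restrains T cells, this difference was 2.39 (standard error 0.10, adjusted p = 3.45e-08 from limma). Inpp5d, a phosphatase of myeloid cells, and Lyn, a kinase with inhibitory targets, also responded more than in LLC tumors (2.55 ± 0.11 and 1.91 ± 0.093, log2 difference and standard error). Against B16F10 the differences with the smallest p among other genes of the list were those of Arrb2 (1.82 ± 0.14), Ptpn6 (1.86 ± 0.15) and Col3a1 (1.25 ± 0.12). Il1rl1 rose in LLC and GL261(B6) tumors alike, with a difference of -0.30 (standard error 0.18, adjusted p = 0.168 from limma). Against LLC the difference was called for 40 genes with the larger response in GL261(B6) and 1 with the larger response in LLC, out of 96 (53 higher and 3 lower when adjusted over the list alone). Against B16F10 these counts were 16 and 1 of 99 (35 higher and 3 lower when adjusted over the list alone).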

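CPA-treated GL261(B6) tumors were also compared directly with CPA-treated LLC and B16F10 tumors. Tap1, a peptide transporter for MHC class I, stood at 3888 ± 52.2 normalized reads in CPA-treated GL261(B6) and 93.6 ± 5.28 in CPA-treated LLC tumors (SD, n = 2 pools), a log2 fold change of 5.36 (standard error 0.069, adjusted p = 9.57e-08 from limma). Ptprc stood at 3916 ± 171 normalized reads in CPA-treated GL261(B6) and 117 ± 4.84 in CPA-treated B16F10 tumors (SD, n = 2 pools), a log2 fold change of 5.05 (standard error 0.084, adjusted p = 2.23e-06 from limma). Trafd1, which restrains toll-like receptor signaling, was higher than in LLC (log2 fold change 2.89 ± 0.056, standard error), and Irf1 and Ccr2 higher than in B16F10 (3.88 ± 0.077 and 4.59 ± 0.10). Il1rl1 was lower than in LLC (-4.43 ± 0.11). Of the negative regulators, 96 were tested in both comparisons, and 44 were higher and 0 lower in GL261(B6) than in both models. The former count is 14 without the treated GL261(B6) pool with more reads and 8 without the other. Against LLC 54 of 96 were higher and 4 lower (57 higher and 4 lower when adjusted over the list alone), and against B16F10 57 of 98 and 4 (63 higher and 4 lower when adjusted over the list alone). Over all genes 1862 were higher in GL261(B6) than in both models and 462 lower, while 501 were called in opposite directions. These counts rest on the 2 CPA-treated GL261(B6) libraries. Without the pool with more reads 310 genes were higher and 67 lower, and without the other pool 256 and 53.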

Consistently, 48 negative regulators of immune response were expressed at a higher level and none was expressed at a lower level in CPA-treated GL261(B6) tumors than in CPA-treated LLC and B16F10 tumors (Additional file 6: Table S5F). 

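The same list was compared before treatment. H2-Eb1, a class II chain on the list, stood at 2917 ± 189 normalized reads in untreated GL261(B6) and 42.2 ± 10.9 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of 6.10 (standard error 0.16, adjusted p = 9.88e-08 from limma). Irf1, a transcription factor of the interferon response, stood at 1754 ± 159 normalized reads in untreated GL261(B6) and 150.4 ± 24.6 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of 3.54 (standard error 0.12, adjusted p = 3.87e-07 from limma). Trafd1 was higher than in LLC (log2 fold change 2.21 ± 0.069, standard error), and H2-T23, which binds inhibitory receptors of NK cells, higher than in B16F10 (3.49 ± 0.11). Of 88 listed genes tested in both comparisons, 23 were higher and 1 lower in untreated GL261(B6) than in both models. The count of higher genes is 4 without 1 or the other untreated GL261(B6) pool, and 13 with a mean level over 50. Against LLC the counts were 27 and 10 of 91 (30 higher and 11 lower when adjusted over the list alone), and against B16F10 43 and 3 of 89 (48 higher and 4 lower when adjusted over the list alone).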

Further, we identified 20 negative immune regulators expressed at a significantly *higher* basal level in untreated GL261 tumors than in untreated LLC and B16F10 tumors (Additional file 6: Table S5G), whereas only one negative regulator, HMOX1, showed significantly lower basal expression in GL261 tumors. Thus, the lack of robust immune responses in CPA-treated LLC and B16F10 tumors cannot be attributed to a more immune suppressive microenvironment, either basally or following CPA treatment. 

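The conclusion rests on 3 comparisons of the same list. The paper finds that CPA raises few negative regulators in LLC and B16F10 tumors, that treated GL261(B6) tumors express more of them, and that untreated ones do as well, and concludes that immune suppression does not explain the weak responses. The list includes general leukocyte and antigen presentation genes such as Ptprc and Tap1. Checkpoint genes rose in GL261(B6) tumors. There Pdcd1lg2, which encodes PD-L2, went from 50.8 ± 7.49 to 766 ± 29.2 normalized reads (SD, n = 2 pools), a log2 fold change of 3.90 (standard error 0.13, adjusted p = 7.87e-11 from limma), and Lag3 rose by 1.86 ± 0.12 (standard error) in log2. Of 10 checkpoint genes 9 were higher (the same when adjusted over the list alone), as were 6 of 7 genes of regulatory T cells (the same when adjusted over the list alone). In LLC tumors 0 of 4 and in B16F10 tumors 0 of 3 checkpoint genes with enough reads were higher (the same when adjusted over the list alone).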

Further, the strong immune response in CPA-treated GL261(B6) tumors apparently occurs in spite of elevated basal immunity.

### Differential GL261 tumor responses in scid vs. immune competent B6 mouse host

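GL261 tumors were also grown in ICR/Fox Chase scid mice, which lack functional T and B cells. These tumors were left untreated or received 2 injections of CPA at 140 mg/kg, 6 or 9 days apart, and RNA was taken 6 days after the last injection. Each group was again measured as 2 pools, of 9 tumors each for CPA/6d, 12 each for CPA/9d and 6 each for untreated tumors. The libraries held 7875403 to 15979644 reads and were made with another kit than those of the B6 tumors. The sample labels call them unstranded and those of the B6 tumors strand-specific, although the protocol given with the scid samples says strand-specific. A difference between the hosts therefore cannot be told apart from a difference between the library kits. Group means were split into pools and tested in the same way. The response in 1 host minus that in the other was tested with each library kit on both sides of the treatment. This cancels effects of the kit that are the same for treated and untreated tumors. The scid mice are also of another strain than the B6 mice. A difference of the responses therefore cannot be assigned to the lack of T and B cells alone. A gene was counted as host-specific when it was called in 1 host only and its fold changes in the hosts differed by more than 2-fold. The difference itself was tested beside this count.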

We sought to identify genes and signaling pathways that underlie the more complete and durable anti-tumor responses that CPA/6d induces in GL261 tumors implanted in B6 mice [20] as compared to adaptive immune system deficient scid mice [18]. Large numbers of genes showed common responses to metronomic CPA in both mouse models (Additional file 9: Table S10A, B, Additional file 2: Figure S1B), with enrichment for KEGG pathways similar to those described above for the B6 model alone (Additional file 10: Table S11A-C). 

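Granzyme genes rose most in CPA-treated GL261(scid) tumors, where NK cells rather than T cells can express them. Gzmb, whose reads may be split with other granzyme genes, went from 15.2 ± 0.105 to 1104 ± 200.3 normalized reads (SD, n = 2 pools), a log2 fold change of 6.08 (standard error 0.15, adjusted p = 8.25e-12 from limma). Prf1 went from 15 ± 6.4 to 597 ± 59.5 normalized reads (SD, n = 2 pools), a log2 fold change of 5.28 (standard error 0.23, adjusted p = 7.33e-10 from limma). Ncr1, an activating receptor of NK cells, rose by 3.26 ± 0.25 and Il2rb by 4.15 ± 0.13 (log2 fold change and standard error). Dcn rose as in the B6 host (3.40 ± 0.07), and so did the chemokine gene Ccl11 (5.07 ± 0.13). Omg fell with -4.16 ± 0.23. Of 14824 genes tested, 2823 were higher and 1304 lower. The authors' deposited table calls 3824 genes with its adjusted p under 0.001, of which 3805 were called in the same direction here and 0 in the other. Of 13548 genes tested in both hosts, 1893 were higher and 699 lower in both, where independent lists would share 438 and 83.7. The hosts share no library. Counts of higher genes were 13 of 14 for cytotoxic effectors (the same when adjusted over the list alone), 18 of 18 for macrophages (the same when adjusted over the list alone) and 17 of 18 for fibroblasts and matrix (the same when adjusted over the list alone), and lower genes 15 of 19 for cholesterol synthesis (the same when adjusted over the list alone) and 22 of 24 for the cell cycle (the same when adjusted over the list alone).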

Many fewer genes (Additional file 9: Table S10C-F; Additional file 2: Figure S6) and KEGG pathways (Additional file 10: Table S11D, E) showed significant differential responses between B6 and scid mouse hosts, consistent with the overall similarity of innate immune and anti-tumor responses seen in CPA/6d-treated GL261(scid) and GL261(B6) tumors [16, 18, 20].

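Some interferon-induced genes responded more strongly in the B6 host, and some cytotoxic and endothelial genes more strongly in the scid host. The response of Oas2, which senses double-stranded RNA, was larger in GL261(B6) by a log2 difference of 1.62 (standard error 0.074, adjusted p = 1.52e-06 from limma), and that of Usp18 by 1.13 ± 0.077 (standard error). Gzmb rose more in GL261(scid) tumors, with a difference of -3.33 (standard error 0.20, adjusted p = 5.54e-06 from limma), and so did Prf1 (-2.31 ± 0.36). For Kdr, the VEGF receptor of endothelium, the difference was -1.72 (standard error 0.15, adjusted p = 4.85e-05 from limma), and for Tie1 it was -1.18 ± 0.16. Of 14962 genes tested, 172 responded more in GL261(B6) and 163 more in GL261(scid) tumors, and the second count becomes 92 without the scid CPA/6d pool with more reads. Of 26 interferon-induced genes 8 responded more in GL261(B6) (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 4.44e-24, and of 0.0289 with an estimated correlation. Of 15 cytotoxic effector genes 6 responded more in GL261(scid) (0 higher and 8 lower when adjusted over the list alone), and camera of limma gave an adjusted p of 6.15e-06, and of 0.414 with an estimated correlation. The same was so for 6 of 20 endothelial genes (0 higher and 8 lower when adjusted over the list alone), and camera of limma gave an adjusted p of 3.18e-09, and of 0.414 with an estimated correlation. The GL261(B6) response and the GL261(scid) response were called in opposite directions for 2 genes.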

The top three KEGG pathways enriched in the set of 130 genes up regulated by CPA/6d specifically in GL261(B6) compared to GL261(scid) tumors are immune-related: cytokine-cytokine receptor interactions, T cell receptor signaling, and hematopoietic cell lineage, which is mostly comprised of T cell lineage markers (Additional file 10: Table S11D). 

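Genes that rose in the B6 host only include T cell genes, interferon-induced genes and genes of alternatively activated macrophages. Cxcr6, a chemokine receptor of tissue T cells, responded more in GL261(B6) than in GL261(scid) tumors by a log2 difference of 3.44 (standard error 0.24, adjusted p = 1.1e-05 from limma). Arg1, an enzyme of alternatively activated macrophages, had a difference of 1.63 (standard error 0.17, adjusted p = 0.000145 from limma), and Ccl17 and Mgl2 differed as well (3.41 ± 0.43 and 1.84 ± 0.28, standard error). By the rule of 2-fold different fold changes, 188 genes were higher in GL261(B6) only. The difference itself was called for 81 of them, and 127 had an adjusted p under 0.05 in limma. Of these genes 9 belong to the T cell list, 7 to the interferon list, 4 to regulatory T cells, 4 to alternatively activated macrophages and 3 to neutrophils. The count depends on the pools of the B6 tumors, with 112 and 97 genes without 1 or the other of the CPA-treated pools.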

Primary immunodeficiency was specifically inhibited (*p* = 0.0041), reflecting the up regulation of Cd8 (marker for cytotoxic T cells), Cd3δ, Cd3ε (required for differentiation of pro-T cells into pre-T cells) and Lck (required for Cd4^+^Cd8^+^ T cell differentiation into Cd8^+^ T cells) [58]. This is consistent with a strong Cd8+ T cell differentiation program in CPA-treated GL261(B6) tumors. 

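The T cell receptor genes differ in how clearly the hosts can be told apart. Cd3g, a chain of the T cell receptor complex, responded more in GL261(B6) than in GL261(scid) tumors by a log2 difference of 2.46 (standard error 0.40, adjusted p = 0.00234 from limma). For Cd3e the difference was 3.02 ± 0.55 and for Lck 1.04 ± 0.17 (standard error), and the call of Cd3e is lost without either of the CPA-treated GL261(B6) pools and with voom, that of Lck without any of 3 single pools. The differences of Cd8a (0.10 ± 0.50), Cd8b1 (1.72 ± 0.47) and Cd3d (1.03 ± 0.59) were not called, and all 3 are called with 10 in place of 1 added to the reads (1.90, 2.05 and 1.93). Cd8b1 is also called at an adjusted p under 0.05 in limma, by the rule of 2-fold different fold changes and without the untreated GL261(scid) pool with fewer reads. In GL261(scid) tumors Cd8a, which dendritic cells also express, stood at 0.849 ± 1.2 normalized reads before and 12.3 ± 0.772 after CPA/6d (SD, n = 2 pools), too few for a firm fold change. Of 20 T cell genes 4 responded more in GL261(B6) and 0 more in GL261(scid) (8 higher and 0 lower when adjusted over the list alone), and camera of limma gave an adjusted p of 0.00464, and of 0.414 with an estimated correlation.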

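Class II genes rose in both hosts, and so did some adhesion and class I genes. Called higher in both hosts were 11 of 12 class II genes, 9 of 18 adhesion and transmigration genes and 6 of 16 class I genes. In GL261(scid) tumors Vcam1 went from 189 ± 20.6 to 1303 ± 57 normalized reads (SD, n = 2 pools), a log2 fold change of 2.78 (standard error 0.087, adjusted p = 3.96e-11 from limma), and Itgb2 went from 493 ± 39.6 to 2786 ± 259.5 normalized reads (SD, n = 2 pools), a log2 fold change of 2.50 (standard error 0.076, adjusted p = 3.13e-11 from limma). Of 19 adhesion and transmigration genes 13 were higher and 1 lower there (the same when adjusted over the list alone), and of 12 class II genes 11 were higher (12 higher and 0 lower when adjusted over the list alone). Between the hosts, the differences of H2-K1 (log2 difference 0.67 ± 0.079, standard error) and B2m (0.68 ± 0.088) lean toward GL261(B6), and neither was called. Of 16 class I genes 0 differed (the same when adjusted over the list alone), although their median of 0.36 stands out over all other genes, and camera of limma gave an adjusted p of 4.09e-06, and of 0.414 with an estimated correlation. Of 12 class II genes 0 differed (the same when adjusted over the list alone), and of 19 adhesion and transmigration genes 0 (the same when adjusted over the list alone).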

Cell adhesion and antigen processing and presentation were also specifically up regulated in GL261(B6) compared to GL261(scid) tumors, consistent with the activation and contribution of Cd8^+^ T cells to tumor regression in regressing GL261(B6) tumors [20]. The top KEGG pathway enriched in genes specifically induced by CPA/6d in GL261(scid) tumors (Additional file 10: Table S11E), calcium signaling, may relate to the hyperactive innate immune system of scid mice [59].

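Genes of skeletal muscle, many of which bind or transport calcium, are the best represented of the 46 lists among genes counted as higher in GL261(scid) tumors only, although 1 of the 2 CPA/6d pools of GL261(B6) tumors has high levels too. Cacna1s, the calcium channel of skeletal muscle, went from 11.1 ± 2.45 to 134 ± 6.67 normalized reads (SD, n = 2 pools), a log2 fold change of 3.50 (standard error 0.24, adjusted p = 4.44e-08 from limma). Tnnc2, the calcium-binding troponin of fast muscle, went from 70.5 ± 46.9 to 957 ± 102 normalized reads (SD, n = 2 pools), a log2 fold change of 3.91 (standard error 0.32, adjusted p = 1.7e-07 from limma). Of 21 skeletal muscle genes 20 were higher and 1 lower (the same when adjusted over the list alone). By the rule of 2-fold different fold changes 387 genes were higher in GL261(scid) only, among them 14 of the muscle list and 4 of the endothelial list, and the difference itself was called for 79. That set counts 196 and 229 genes without 1 or the other of the scid CPA/6d pools. In GL261(B6) tumors Myh4, a myosin of fast muscle, stood at 324 CPM in the CPA/6d pool with more reads and 17.3 CPM in the other, against 8.18 and 25.4 CPM in the untreated pools. For the muscle genes the difference was not called. For Cacna1s it was -2.12 (standard error 0.94, adjusted p = 0.152 from limma), and of 21 genes 0 responded more in GL261(B6) and 0 more in GL261(scid) (the same when adjusted over the list alone), with a median of -1.60.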

Five UPRs showed a response to CPA treatment unique to either B6 or scid mice (Additional file 4: Table S3J, K). No inhibited UPRs were unique to either mouse model. Three activated UPRs associated with immune activation were unique to CPA/6d-treated GL261(B6) tumors: EIF2AK2 [26], IFNL1 [60] and MAVS [61], while the two activated UPRs specific to GL261(scid) tumor responses, DMD [62] and SPARC [34–36], have glial cell-related functions:.

### Gene responses associated with 6-day vs. 9-day metronomic CPA schedules

The metronomic CPA treatment schedule can have a major impact on the extent of immune cell infiltration into treated tumors and the overall effectiveness of the anti-tumor response [17, 18]. Significant NK cell recruitment and major tumor regression are achieved when GL261-bearing scid mice are given CPA on either a 6 day (CPA/6d) or a 9 day repeating schedule (CPA/9d); however, the NK cell response is transient on the CPA/9d schedule and is followed by early tumor growth rebound, whereas NK cell recruitment and tumor growth delay are both prolonged on the CPA/6d schedule [18]. We used these models to identify early molecular signaling events associated with these schedule-dependent NK cell and tumor regression responses by investigating gene expression changes 6 days after two CPA/6d or two CPA/9d treatment cycles, at which time major tumor regression is evident on both schedules [18].

Large numbers of genes were responsive to both CPA treatment schedules (Additional file 1: Table S1D-S1F), with many genes regulated in common (Additional file 1: Table S1F; Additional file 2: Figure S2). 

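Both schedules raised genes of NK cells, macrophages and fibroblasts and lowered genes of glial cells and sterol synthesis. On CPA/9d Gzma, a granule protease whose reads may be split with other granzyme genes, went from 13.8 ± 0.36 to 723 ± 22.8 normalized reads (SD, n = 2 pools), a log2 fold change of 5.61 (standard error 0.14, adjusted p = 6.45e-10 from limma). Vwf, a marker of endothelium, went from 94.3 ± 6.73 to 588 ± 36.1 normalized reads (SD, n = 2 pools), a log2 fold change of 2.63 (standard error 0.10, adjusted p = 9.46e-09 from limma). Idi1, an early enzyme of sterol synthesis, went from 1570 ± 94.7 to 123 ± 1.55 normalized reads (SD, n = 2 pools), a log2 fold change of -3.66 (standard error 0.077, adjusted p = 2.88e-10 from limma). The matrix proteoglycan genes Dcn and Lum rose as well (4.03 ± 0.076 and 3.62 ± 0.10, log2 fold change and standard error), and Col9a1 fell (-4.17 ± 0.073). On CPA/9d 2978 genes were higher and 1618 lower of 14808 tested. Of 4277 genes called in the authors' deposited table with its adjusted p under 0.001, 4261 were called in the same direction here and 0 in the other. Of 14639 genes tested on both schedules 2590 were higher and 1217 lower on both, which is 92.8% and 93.3% of those called on CPA/6d. Independent lists would share 556 and 144. Both schedules share the 2 untreated libraries, which can raise the overlap. In 20 simulated draws without any difference a mean of 0.4 and 0.7 genes were shared. Few genes are called in such draws, so they do not measure how far the shared libraries raise the overlap. Counts of higher genes on CPA/9d were 13 of 14 for cytotoxic effectors (the same when adjusted over the list alone), 18 of 18 for macrophages (the same when adjusted over the list alone) and 18 of 20 for endothelium (the same when adjusted over the list alone).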

Many fewer genes showed differential regulation between the CPA/6d and CPA/9d schedules (Additional file 11: Table S12A, Additional file 2: Figure S10A). 

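Of the 10 largest increases on CPA/9d over CPA/6d, 9 are genes of skeletal muscle, and their levels also differed between the pools of a schedule. Mb, the oxygen store myoglobin, stood at 842 ± 612 normalized reads on CPA/9d and 182 ± 115 on CPA/6d (SD, n = 2 pools), a log2 fold change of 2.14 (standard error 0.43, adjusted p = 0.0102 from limma). Ckmt2, a creatine kinase of muscle mitochondria, stood at 237 ± 138 and 51 ± 19.5 (SD, n = 2 pools), a log2 fold change of 2.12 (standard error 0.33, adjusted p = 0.002 from limma). Myh2, Actn2 and Lmod3, of the contractile apparatus, were higher too (1.95 ± 0.39, 1.71 ± 0.34 and 2.04 ± 0.32, log2 fold change and standard error). Serpinb2, a protease inhibitor of macrophages, was lower (-3.06 ± 0.48), a call that is lost without some of the pools. The authors' deposited p calls Lmod3 and none of the others named, with 0.169 for Mb, 0.0672 for Ckmt2, 0.129 for Myh2, 0.119 for Actn2 and 0.0389 for Serpinb2. Of 14898 genes tested 110 were higher and 3 lower on CPA/9d, and with all libraries of the scid tumors in 1 fit 27 were higher and the calls of Mb, Ckmt2, Myh2 and Actn2 are lost. Without 1 of the CPA/9d pools 173 or 73 were higher and 23 or 5 lower. Of 31 genes called in the authors' deposited table with its adjusted p under 0.001, 31 were called in the same direction here. Of 21 skeletal muscle genes 15 were higher and 0 lower (16 higher and 0 lower when adjusted over the list alone), and camera of limma gave an adjusted p of 9.65e-39, and of 0.582 with an estimated correlation. No cytotoxic effector or macrophage gene was called, with 0 of 14 and 0 of 18 (the same when adjusted over the list alone).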

To identify genes specifically dysregulated by each CPA schedule, we relaxed the stringency filter to a >1.33-fold difference in response between schedules, while keeping the significance filter for genes under consideration unchanged at |FC| > 2 and *p* < 0.001 (Additional file 2: Figure S10B, Additional file 11: Table S12B). 

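Interferon-induced genes leaned toward CPA/6d, while few single genes differed between the schedules. Cmpk2, an interferon-induced kinase, had a log2 fold change of -0.47 (standard error 0.068, adjusted p = 0.00115 from limma) for CPA/9d against CPA/6d, and Rsad2 had -0.44 ± 0.064 (standard error). Neither passes the fold of 2. The cytokine gene Il12b had -0.77 ± 0.29 and was not called. By the rule of fold changes more than 1.33-fold apart, 86 genes were higher on CPA/6d only, among them 3 cytokines, 2 dendritic cell genes and 2 neutrophil genes. The difference between the schedules was called for 2 of them, Xist and Serpinb2, and 9 had an adjusted p under 0.05 in limma. Without either of the CPA/6d pools this set has 19 genes, and without the CPA/9d pool with more reads 142. Of 20 cytokine genes tested between the schedules 0 were higher and 0 lower on CPA/9d (the same when adjusted over the list alone). For 26 interferon-induced genes these counts were 0 and 0 (the same when adjusted over the list alone), with a median of -0.19, and camera of limma gave an adjusted p of 2.03e-13, and of 0.582 with an estimated correlation.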

The set of 54 CPA/6d schedule-specific up regulated genes was enriched for cytokine-cytokine receptor interactions and other immune-related pathways (Additional file 12: Table S13A, B), suggesting that the CPA/6d schedule activates a more extensive immune response. The set of 172 genes preferentially up regulated on the CPA/9d schedule was enriched for histidine metabolism (Additional file 12: Table S13C) and for a C-type lectin cluster (Additional file 12: Table S13D). This cluster includes 3 inhibitory lectin receptors expressed on myeloid and/or NK cells (CLEC1A [63], KLRA1 [64], KLRA3 [65]), KLRA10, which is closely related in structure to inhibitory Ly49C receptors [66], and MGL2, a marker for pro-tumor macrophages [67]. These genes may contribute to the inability of the CPA/9d schedule to sustain an anti-tumor immune response.

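Most of the lectin genes rose on CPA/9d from low levels, and none of the 5 in the cluster was called between the schedules. Mgl2, a lectin of alternatively activated macrophages, stood at 238 ± 26.2 normalized reads on CPA/9d and 147 ± 15.5 on CPA/6d (SD, n = 2 pools), a log2 fold change of 0.69 (standard error 0.13, adjusted p = 0.00624 from limma). Clec1a stood at 60.3 ± 1.34 and 36.1 ± 0.0246 (SD, n = 2 pools), a log2 fold change of 0.72 (standard error 0.21, adjusted p = 0.0586 from limma). Klra1, Klra3 and Klra10 belong to a family whose reads may be split among its members, and had 1.33 ± 0.39, 0.81 ± 0.34 and 0.92 ± 0.36 (log2 fold change and standard error). Without the CPA/6d pool with fewer reads Klra1 is called, with 1.73. Klra8, an activating receptor of the same family, was higher on CPA/9d by 1.17 ± 0.20, a call that is lost with all libraries of the scid tumors in 1 fit. By the rule of fold changes more than 1.33-fold apart, 209 genes were higher on CPA/9d only, 4 of them from the cluster. The difference was called for 23, and 67 had an adjusted p under 0.05 in limma. The set has 26 to 486 genes when 1 of the treated pools is left out. Of 5 cluster genes 0 were called between the schedules (1 higher and 0 lower when adjusted over the list alone), and camera of limma gave an adjusted p of 0.000689, and of 0.582 with an estimated correlation. The cluster was named by the paper from these tumors, so it is not independent evidence.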

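A lower limit of 1.5 on the fold change was applied as well. Fmo1, which oxidizes drugs, passes even the fold of 2, with 453 ± 33.6 normalized reads on CPA/9d and 182 ± 7.65 on CPA/6d (SD, n = 2 pools), a log2 fold change of 1.30 (standard error 0.10, adjusted p = 8.3e-06 from limma). At a fold over 1.5 and an unadjusted p under 0.001, 249 genes were higher and 18 lower on CPA/9d. The higher count falls to 102 with all libraries of the scid tumors in 1 fit, and the lower count rises to 79 without the CPA/9d pool with more reads. With the fold and the unadjusted p of the authors' deposited table, the counts are 151 and 10, and with its adjusted p 65 and 2.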

Applying a |FC| > 1.5 and *p* < 0.001 gene expression filter to compare responses in CPA/9d-treated tumors with CPA/6d-treated tumors, we identified 151 genes expressed at a higher level and 10 genes expressed at a lower level in CPA/9d-treated tumors than in CPA/6d-treated GL261(scid) tumors (Additional file 11: Table S12C; Additional file 2: Figure S10C). 

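At a fold over 2 few genes of drug and glutathione metabolism were called between the schedules, and more at a fold over 1.5. Gstm1, whose reads may be split with its paralogs, stood at 501 ± 49.2 normalized reads on CPA/9d and 330.3 ± 10.1 on CPA/6d (SD, n = 2 pools), a log2 fold change of 0.60 (standard error 0.09, adjusted p = 0.00173 from limma). Gpx3 and Gstt1 had 0.50 ± 0.078 and 0.81 ± 0.14 (log2 fold change and standard error), and Ephx1, which opens epoxides, 0.47 ± 0.061. Against untreated tumors, Ephx1 rose on CPA/9d from 94.5 ± 5.47 to 1371 ± 13.3 normalized reads (SD, n = 2 pools), a log2 fold change of 3.85 (standard error 0.082, adjusted p = 2.93e-10 from limma). Between the schedules 1 of 16 drug metabolism genes was higher at a fold over 2 (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 7.3e-09, and of 0.582 with an estimated correlation. Of 22 glutathione and GST genes 0 were higher at that fold (the same when adjusted over the list alone), with a median of 0.27, and camera of limma gave an adjusted p of 2.01e-05, and of 0.582 with an estimated correlation. At a fold over 1.5 and the same limit on p, 6 of the drug metabolism genes and 3 of the glutathione and GST genes, Gstm1 and Gstt1 among them, were higher and 0 lower. The counts are 5 and 3 with the fold and p of the authors' deposited table, and 5 and 2 with all libraries of the scid tumors in 1 fit.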

The top enriched pathways in the 151 gene set, drug/xenobiotic metabolism and glutathione metabolism (Additional file 12: Table S13E), relate to chemotherapy resistance. Another enriched pathway, hematopoietic cell lineage, is associated with platelet, erythrocyte, neutrophil, and macrophage differentiation (Additional file 2: Figure S11), which may be linked to tissue repair and resistance to chemotherapy. Glycolysis/gluconeogenesis, which is also enriched among these 151 genes, might reflect increased tumor cell proliferation. 

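The glycolytic gene with the largest increase on CPA/9d over CPA/6d is the muscle form of its enzyme. Pfkm, the muscle phosphofructokinase, stood at 1577 ± 168 normalized reads on CPA/9d and 908 ± 7.22 on CPA/6d (SD, n = 2 pools), a log2 fold change of 0.79 (standard error 0.074, adjusted p = 4.35e-05 from limma), which passes the fold of 1.5 and not that of 2. The glucose transporter gene Slc2a1 had -0.26 ± 0.069 (log2 fold change and standard error). Against untreated tumors Pgk1 and Aldoc fell on CPA/9d (-1.67 ± 0.05 and -3.02 ± 0.14). Of 18 glycolytic genes 0 were higher and 0 lower on CPA/9d than on CPA/6d at a fold over 2 (the same when adjusted over the list alone), with a median of -0.03, and camera of limma gave an adjusted p of 0.885, and of 0.983 with an estimated correlation. Cell cycle genes leaned the other way, with -0.29 ± 0.064 for Cdk1 and a median of -0.23 over 24 genes, of which 0 were higher and 0 lower (the same when adjusted over the list alone), and camera of limma gave an adjusted p of 4.54e-09, and of 0.6 with an estimated correlation.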

The 10 genes showing lower expression in CPA/9d-treated tumors includes CXCL11, which suggests reduced anti-tumor IFN signaling [68].

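Cxcl11 is a chemokine induced by interferon gamma that draws T and NK cells. It stood at 102 ± 7.37 normalized reads on CPA/9d and 174 ± 6.02 on CPA/6d (SD, n = 2 pools), a log2 fold change of -0.76 (standard error 0.13, adjusted p = 0.00474 from limma), so that it meets the limit of 1.5 only. Cxcl10, induced by the same signal, had -0.51 ± 0.063 (log2 fold change and standard error). On CPA/9d Cxcl9 still rose over untreated tumors from 151 ± 8.2 to 1344 ± 101.4 normalized reads (SD, n = 2 pools), a log2 fold change of 3.14 (standard error 0.083, adjusted p = 8.55e-10 from limma). The effector genes Gzmb and Prf1 had -0.52 ± 0.10 and -0.33 ± 0.088 between the schedules and were not called.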

Finally, we considered individual genes with an expression intensity (normalized RNA-seq read number) > 50 in either untreated or CPA-treated tumors, among the gene changes showing >2-fold differential response to each CPA schedule. 

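Genes above this level that rose on CPA/9d only include a gene of muscle fibers and a gene of red blood cell precursors. Lmod2, which builds the thin filament, stood at 71 ± 45.1 normalized reads on CPA/9d and 15.5 ± 1.5 on CPA/6d (SD, n = 2 pools), a log2 fold change of 1.97 (standard error 0.37, adjusted p = 0.00703 from limma), a call that is lost without some of the pools and not made by the authors' deposited p of 0.0939. Alas2, which makes heme in red blood cell precursors, stood at 78.5 ± 10.7 and 32.4 ± 6.4 (SD, n = 2 pools), a log2 fold change of 1.26 (standard error 0.22, adjusted p = 0.00504 from limma), which the authors' deposited adjusted p does not call. With fold changes more than 2-fold apart and a mean level over 50, 17 genes were higher on CPA/9d only and 0 lower, and the difference itself was called for 14 of the higher ones. Of these genes 1 belongs to the erythroid list, 1 to alternatively activated macrophages and 0 to the skeletal muscle list.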

PER2, TM7SF4, RETNLA and 10 other genes were thus identified as being uniquely up regulated on the CPA/9d schedule; no genes were uniquely down regulated by the CPA/9d schedule (Additional file 11: Table S12D). 

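Per2 is a component of the circadian clock. It stood at 399.7 ± 22.5 normalized reads on CPA/9d and 195.8 ± 1.09 on CPA/6d (SD, n = 2 pools), a log2 fold change of 1.02 (standard error 0.10, adjusted p = 4.3e-05 from limma). The fold change lies at the limit of 2, and the call is lost with a pseudocount of 10 and without the CPA/9d pool with more reads. Against untreated tumors Per2 rose on CPA/9d (1.63 ± 0.10, log2 fold change and standard error) and had 0.61 ± 0.12 on CPA/6d. Its mRNA follows the time of day, which was not used here.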

PER2 is a potential negative regulator of TLR9-mediated innate and adaptive immune responses [69]. 

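Tm7sf4 encodes the membrane protein DC-STAMP of dendritic cells and osteoclasts, and Retnla a secreted protein of alternatively activated macrophages. Retnla stood at 102 ± 10.7 normalized reads on CPA/9d and 20.3 ± 5.37 on CPA/6d (SD, n = 2 pools), a log2 fold change of 2.29 (standard error 0.24, adjusted p = 0.00011 from limma), a call that is lost with all libraries of the scid tumors in 1 fit. Tm7sf4 stood at 59.9 ± 0.713 and 24.6 ± 1.73 (SD, n = 2 pools), a log2 fold change of 1.25 (standard error 0.23, adjusted p = 0.00629 from limma), not called with the authors' deposited adjusted p. Against untreated tumors Tm7sf4 rose on both schedules, by 1.47 ± 0.34 on CPA/6d and 2.71 ± 0.28 on CPA/9d (log2 fold change and standard error), and the call on CPA/6d lies close to the limit on p. Of 11 genes of alternatively activated macrophages 1 was higher on CPA/9d and 0 lower (the same when adjusted over the list alone). Chi3l3, another gene of these cells, had -0.88 ± 0.16 and was not called.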

TM7SF4 is a negative regulator of dendritic cell activity that can maintain immune self-tolerance [70], and RETNLA is highly expressed in alternative activated (M2) macrophages [71] and can stimulate proliferation of mesenchymal stem cells as well as angiogenesis [72]. Thus, these genes may contribute to the impaired NK cell response seen in CPA/9d-treated tumors. 

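Xist is the RNA that silences 1 X chromosome in female cells and is nearly absent from male cells. In GL261(scid) tumors it went from 35.1 ± 11.2 to 913 ± 242 normalized reads (SD, n = 2 pools) on CPA/6d, a log2 fold change of 4.67 (standard error 0.21, adjusted p = 7.44e-10 from limma), and had 0.46 (standard error 0.29, adjusted p = 0.17 from limma) on CPA/9d. Its coordinates on chromosome X of mm9 are 100655714 to 100678556, and reads of the antisense RNA Tsix cannot be told apart from it in unstranded libraries. The labels of the scid samples call their libraries unstranded in 1 place and strand-specific in another. Both CPA/6d pools show it, with 84.5 and 59.2 CPM, against 3.23 and 4.19 in the CPA/9d pools. In GL261(B6) tumors Xist had -0.33 ± 0.39 (log2 fold change and standard error) on CPA/6d and was not called, and the difference between the hosts was -5.02 (standard error 0.40, adjusted p = 2.64e-05 from limma). LLC tumors had 884 CPM or more in every pool. Genes of the Y chromosome rose on both schedules in GL261(scid) tumors, as Ddx3y with 1.97 ± 0.10 on CPA/6d and 2.07 ± 0.10 on CPA/9d.

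**Figure D4:**
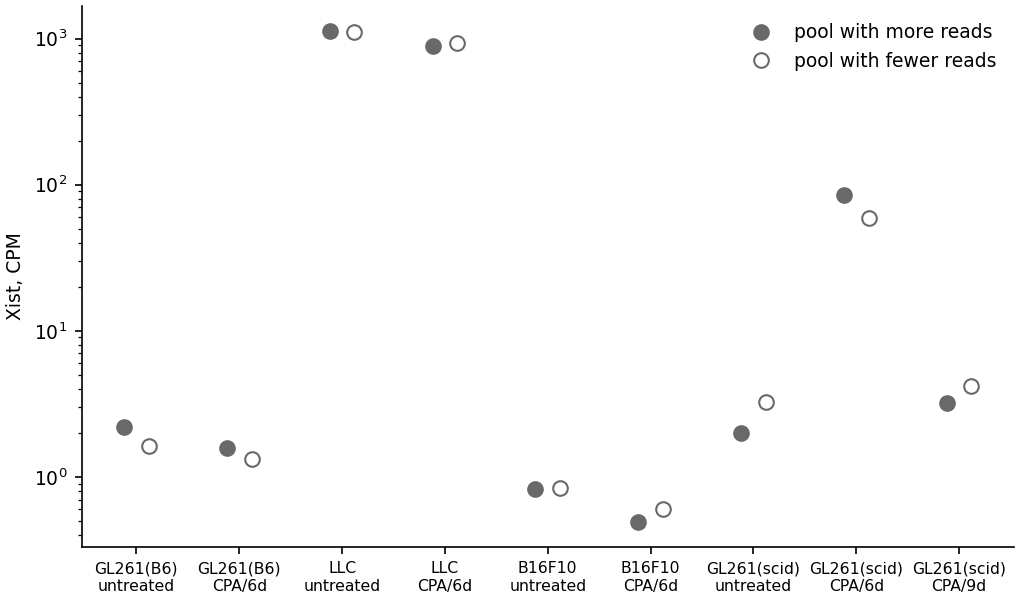
Xist in each of the 18 pools in CPM on a log scale (points), by group, with the pool of more reads filled and the pool of fewer reads open. In CPA/6d GL261(scid) tumors it stands at 84.5 and 59.2 CPM.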

Further, XIST was uniquely up regulated – more than 20-fold – and SMPD3 was uniquely down regulated by the CPA/6d schedule (Additional file 11: Table S12D). XIST expression correlates with ovarian cancer cell sensitivity to taxol and high XIST levels are associated with late relapse [73]. 

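Smpd3 encodes a neutral sphingomyelinase. In GL261(scid) tumors it went from 67.3 ± 4.55 to 27.2 ± 3.23 normalized reads (SD, n = 2 pools) on CPA/6d, a log2 fold change of -1.28 (standard error 0.23, adjusted p = 0.00022 from limma), a call that is lost without the CPA/6d pool with more reads. On CPA/9d it had -0.12 ± 0.22 (log2 fold change and standard error) and was not called. In GL261(B6) tumors the same schedule raised it from 14.4 ± 4.66 to 138 ± 37.6 normalized reads (SD, n = 2 pools), a log2 fold change of 3.19 (standard error 0.28, adjusted p = 5.53e-07 from limma), and the difference between the hosts was 4.46 (standard error 0.39, adjusted p = 4.85e-05 from limma).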

SMPD3, which is down regulated uniquely in CPA/6d-treated GL261(scid) tumors, can promote angiogenesis within the tumor microenvironment as well as metastasis by regulating exosomal microRNA secretion [74]. 

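Negative regulators of the immune response rose on both schedules in GL261(scid) tumors. Serping1 rose on CPA/6d from 878 ± 92.4 to 7802 ± 326 normalized reads (SD, n = 2 pools), a log2 fold change of 3.15 (standard error 0.068, adjusted p = 3.46e-12 from limma), and on CPA/9d by 3.57 ± 0.075 (log2 fold change and standard error). Il1rl1, the receptor of interleukin 33, was lower on CPA/9d than on CPA/6d, with 108 ± 17.2 against 464 ± 203 normalized reads (SD, n = 2 pools), a log2 fold change of -2.03 (standard error 0.22, adjusted p = 0.000134 from limma), a call that the authors' deposited p does not make. It rose over untreated tumors on both schedules, by 3.85 ± 0.25 on CPA/6d and 1.81 ± 0.22 on CPA/9d. Of 100 listed genes 50 were higher and 1 lower on CPA/6d (the same when adjusted over the list alone), and 47 and 3 of 100 on CPA/9d (52 higher and 4 lower when adjusted over the list alone). Between the schedules 0 of 100 were higher and 1 lower (the same when adjusted over the list alone).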

No negative regulators of immune response were unique to either CPA schedule.

## Discussion

The immune anti-tumor action of CPA is highly dependent on schedule, as seen in several glioma models, where optimal immune-based regression is achieved using a 6-day repeating metronomic schedule of drug treatment (CPA/6d), but not when using more frequent [16, 17] or less frequent scheduling [18]. This ability of CPA/6d treatment to activate a strong, tumor regressing immune response is highly dependent on the tumor model, as shown by our studies of LLC Lewis lung carcinoma and B16F10 melanoma, which are intrinsically sensitive to activated CPA in cell culture but do not exhibit the potent CPA-inducible anti-tumor immune responses and robust regression seen with GL261 gliomas in the same syngeneic B6 mouse model. Global transcriptional profiling, by RNA-seq, was employed to identify the gene, pathway and upstream regulator (UPR) responses that underlie the differential CPA immune responsiveness of GL261 (responsive) versus LLC and B16F10 (unresponsive) tumors, and to elucidate the impact of host immune status and schedule of metronomic chemotherapy administration on these gene responses.

### Molecular mechanisms associated with differential tumor responsiveness to metronomic CPA

Immune stimulatory and immune effector KEGG pathways dominated the top up regulated gene responses to metronomic CPA treatment (CPA/6d schedule) in GL261, but not LLC or B16F10 tumors, while tumor cell survival pathways typified the down regulated gene responses. 

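Genes downstream of immunogenic cell death were compared across the 3 models. In GL261(B6) tumors 15 of 18 tested were higher and 0 lower (the same when adjusted over the list alone), in LLC tumors 0 of 12 and 0 (0 higher and 1 lower when adjusted over the list alone), and in B16F10 tumors 0 of 11 and 0 (the same when adjusted over the list alone). Myd88, the adaptor of toll-like receptors, responded more in GL261(B6) than in LLC tumors by a log2 difference of 1.78 (standard error 0.15, adjusted p = 3.35e-06 from limma). Against B16F10, Tnf and Tlr4 did so with differences of 5.25 (standard error 0.69, adjusted p = 0.000379 from limma) and 1.69 (standard error 0.20, adjusted p = 0.000233 from limma). The difference was called for 14 of 18 genes against LLC (17 higher and 0 lower when adjusted over the list alone) and 9 of 19 against B16F10 (15 higher and 0 lower when adjusted over the list alone), all with the larger response in GL261(B6). Only 12 and 11 of these genes reached the level needed for testing in LLC and B16F10 tumors alone. The others have too few reads there for a firm fold change. The difference of Tnf is larger than its rise in GL261(B6) tumors, so part of it rests on an apparent fall in B16F10 tumors. Of 10 genes upstream of this cell death, 2 were higher and 1 lower in GL261(B6) tumors (the same when adjusted over the list alone), the latter Hmgb1 (-1.15 ± 0.059, log2 fold change and standard error).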

Consistently, a majority of immunogenic cell death pathway genes with good prognostic impact [75] were induced by CPA/6d treatment in GL261 tumors, but not in LLC or B16F10 tumors. These include genes involved in TLR signaling, the purinergic receptor-Inflammasome-interleukin1β axis, innate immune effectors, T cell infiltration, and T cell effectors. 

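These groups can be followed through single genes. Il1b, the cytokine released by the inflammasome, went from 49.2 ± 3.47 to 174 ± 8.3 normalized reads (SD, n = 2 pools), a log2 fold change of 1.80 (standard error 0.16, adjusted p = 6.94e-07 from limma). Cd4, a co-receptor of helper T cells, went from 40.4 ± 1.55 to 338 ± 85.4 normalized reads (SD, n = 2 pools), a log2 fold change of 3.01 (standard error 0.18, adjusted p = 1.46e-08 from limma). Both calls are lost with all libraries of the B6 tumors in 1 fit. The receptor gene Il1r1 and the interferon receptor gene Ifngr1 responded more than in LLC tumors (1.55 ± 0.10 and 1.23 ± 0.10, log2 difference and standard error), as did Prf1 (3.06 ± 0.29). Cxcr3, a chemokine receptor of effector T cells, responded more than in B16F10 tumors by 3.81 ± 0.35. For GL261(B6) camera of limma gave an adjusted p of 1.47e-07, and of 0.231 with an estimated correlation.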

Examination of the UPRs linked to the gene responses induced by CPA in each tumor model revealed that many UPRs uniquely associated with CPA/6d-treated GL261 tumors are factors that facilitate tumor regression by immune mechanisms or inhibit tumor cell survival (Table 2). Few unique UPRs were associated with B16F10 tumors, and even fewer UPRs with LLC tumors, which showed the weakest anti-tumor response and the fewest dysregulated genes (Table 1), despite their high intrinsic sensitivity to CPA cytotoxicity. One UPR, the pro-angiogenic factor VEGFA, was activated by CPA treatment in GL261 tumors but was uniquely inhibited in LLC tumors, as was validated by analysis of CPA effects on LLC tumor microvessel density. This differential activation status of VEGFA between GL261 and LLC tumors correlates with the level of immune cell marker gene infiltration in each tumor model and is consistent with the requirement for VEGFA/VEGFR2 signaling for CPA to activate immune cell recruitment in responding gliomas [16, 19]. Both KEGG pathways down regulated in LLC tumors, cell adhesion and leukocyte transendothelial migration, are critical for immune cell recruitment into the tumor compartment. Presumably, the VEGFA inhibition/anti-angiogenesis seen in CPA/6d-treated LLC tumors combined with the down regulation of cell adhesion molecules and leukocyte transendothelial migration suppresses an important route of immune cell infiltration.

CPA/6d treatment of B16F10 tumors induced more prolonged growth delay and many more gene responses, including immune-related gene responses, than in LLC tumors (Table 1). The CPA/6d-treated B16F10 tumors shared 59 UPRs in common with GL261 tumors, including several UPRs important for immune cell responses, notably IFNAR1, IFNB1, IFNG, and IRF7. However, B16F10 tumor gene responses were not enriched for any of the immune effector KEGG pathways found in GL261 tumors, such as NK cell cytotoxicity and T cell receptor signaling, even though other immune activation pathways were enriched, including cytokine-cytokine receptor interaction, chemokine signaling pathway, and antigen processing and presentation. Direct comparison of the CPA-induced gene responses between responsive (GL261) and unresponsive (LLC and B16F10) tumor models (Additional file 13: Table S6) suggested that activation of T cell receptor signaling, inhibition of primary immunodeficiency, and leukocyte transendothelial migration are more extensive (greater fraction of pathway genes, lower *p*-value) in the responsive tumors (Additional file 13: Table S6F). CPA induced only four chemokines in B16F10 tumors, CCL5, CCL6, CCL7 and CCL9, all related to monocyte and lymphocyte recruitment [76], while in LLC tumors only one chemokine was induced, CCL11, which recruits eosinophils [77]. In contrast, 30 different chemokine and chemokine receptor genes, many important for NK cell and T cell recruitment, were up regulated in CPA-treated GL261 tumors (Additional file 1: Table S1A). 

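The chemokine genes that rose in these models differ from each other. In LLC tumors Ccl11, which draws eosinophils, went from 26.9 ± 8.6 to 130.4 ± 11 normalized reads (SD, n = 2 pools), a log2 fold change of 2.27 (standard error 0.24, adjusted p = 0.000199 from limma). In B16F10 tumors Ccl5, which draws T cells and monocytes, went from 24.8 ± 4.25 to 196.1 ± 20.2 normalized reads (SD, n = 2 pools), a log2 fold change of 2.94 (standard error 0.22, adjusted p = 4.42e-05 from limma). Ccl6 and Cxcl14 rose there as well (1.51 ± 0.16 and 1.71 ± 0.23, log2 fold change and standard error). Ccl7 and Ccl9 rose too (1.49 ± 0.30 and 1.07 ± 0.15), and both calls are lost without some of the pools. In LLC tumors Cxcl3, which draws neutrophils, rose by 2.13 ± 0.20, which the authors' deposited adjusted p does not call. Of 21 chemokines tested in LLC tumors 2 were higher and 0 lower, and of 19 in B16F10 tumors 8 and 0. The counts of higher chemokines in LLC and B16F10 tumors were 4 and 9 at a limma adjusted p under 0.05, and 2 and 4 at a limma adjusted p under 0.001. Among chemokine receptors 0 of 7 were higher in LLC and 2 of 8 in B16F10 tumors.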

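Chemokine genes for monocytes, T cells and NK cells rose together with their receptors in GL261(B6) tumors. Cxcl12, the ligand of Cxcr4, went from 134 ± 0.771 to 1813 ± 105 normalized reads (SD, n = 2 pools), a log2 fold change of 3.75 (standard error 0.082, adjusted p = 1.07e-11 from limma). Ccl8 and Ccl6 rose as well (2.99 ± 0.078 and 2.52 ± 0.069, log2 fold change and standard error), and so did the receptor genes Ccr2, Cxcr6 and Ccr1 (2.72 ± 0.077, 3.12 ± 0.17 and 2.14 ± 0.12). Cxcl16, the ligand of Cxcr6, responded more in GL261(B6) than in LLC tumors by a log2 difference of 3.38 (standard error 0.15, adjusted p = 5.31e-08 from limma), and Cxcl10 more than in B16F10 tumors by 2.31 (standard error 0.17, adjusted p = 1.43e-05 from limma). Of 39 chemokine and receptor genes tested 31 were higher and 0 lower, namely 19 of 25 ligands and 12 of 14 receptors. The difference of the responses was called for 23 of 42 genes against LLC and 11 of 41 against B16F10, all with the larger response in GL261(B6).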

Based on these findings, adoptive transfer of activated lymphocytes and/or delivery of chemokines that increase NK cell or T cell tumor infiltration might synergistically enhance responses to CPA treatment of B16F10 tumors.

### High basal immune infiltration in GL261 tumors

As not all tumors intrinsically sensitive to CPA cytotoxicity mount a strong immune response to metronomic CPA, there is a need for markers to phenotype individual tumors and select patients for CPA-based immunogenic chemotherapy. Markers of immunogenic tumor cell death alone are not likely to be sufficient, insofar as HMGB1 release occurs in CPA-treated B16F10 tumors [13], which we found are largely immune unresponsive to CPA/6d treatment. Indeed, basal levels of expression were similar or higher in the unresponsive tumors (LLC, B16F10) compared to the responsive (GL261) tumors for genes associated with immunogenic cell death danger signal formation (CALR, HMGB1, HSP90AA1) and immunogenic cell death execution (ATG5, BAX, CASP8, PDIA3, PIK3CA) (c.f. [75]). 

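The upstream genes of immunogenic cell death stood at near levels in untreated GL261(B6) and LLC tumors, and some stood lower than in B16F10 tumors. Calr, the danger signal calreticulin, had a log2 fold change of 0.65 (standard error 0.061, adjusted p = 4.25e-05 from limma) against LLC and of -0.98 (standard error 0.078, adjusted p = 1.68e-05 from limma) against B16F10. Bax, which opens mitochondria in dying cells, stood at 319 ± 16.9 normalized reads in untreated GL261(B6) and 1087 ± 70.2 in untreated B16F10 tumors (SD, n = 2 pools), a log2 fold change of -1.76 (standard error 0.083, adjusted p = 1.39e-06 from limma), and Casp8 was lower as well (-1.34 ± 0.10, standard error). Hmgb1 had 0.16 ± 0.07 against LLC and was not called. Of 10 genes 0 were higher and 0 lower than in LLC (the same when adjusted over the list alone), and 2 and 3 of 10 than in B16F10 (the same when adjusted over the list alone). In both comparisons 0 of 10 were higher and 0 lower.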

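Entpd1 encodes the enzyme CD39, which degrades extracellular ATP to AMP, and Nt5e encodes CD73, which turns AMP into adenosine. Against LLC they had log2 fold changes of 0.26 (standard error 0.12, adjusted p = 0.0713 from limma) and -0.15 (standard error 0.18, adjusted p = 0.462 from limma) in untreated tumors, and neither was called. Against B16F10 Nt5e was higher in untreated GL261(B6) tumors by 2.69 ± 0.33 and Entpd1 by 1.72 ± 0.25 (standard error), calls that are lost without either of the untreated GL261(B6) pools. On CPA/6d Entpd1 rose in GL261(B6) tumors from 222 ± 16.9 to 1316 ± 58.7 normalized reads (SD, n = 2 pools), a log2 fold change of 2.56 (standard error 0.085, adjusted p = 8.08e-11 from limma), and its response exceeded that in LLC tumors by a log2 difference of 3.02 (standard error 0.14, adjusted p = 8.04e-08 from limma).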

Further, immunogenic cell death pathway danger signal degradation factors (ENTPD1, NT5E) were the same or lower in the unresponsive tumors. 

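The downstream genes of the same pathway differ more between the untreated models. Cd8a had 77.1 ± 14.4 normalized reads in untreated GL261(B6) tumors and 1.19 ± 0.0333 in untreated LLC tumors (SD, n = 2 pools), too few in the latter for a firm fold change. Il1r1, the interleukin 1 receptor, was lower than in LLC, with 135 ± 10.1 normalized reads in untreated GL261(B6) and 1834 ± 8.26 in untreated LLC tumors (SD, n = 2 pools), a log2 fold change of -3.76 (standard error 0.078, adjusted p = 4.28e-08 from limma). Of 15 downstream genes tested in both comparisons 5 were higher and 0 lower in GL261(B6) than in both models. Against LLC the counts of higher and lower genes were 6 and 2 of 16 (6 higher and 5 lower when adjusted over the list alone), and against B16F10 9 and 2 of 16 (11 higher and 3 lower when adjusted over the list alone).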

We also found, however, that basal expression of many downstream immune stimulatory and immune-effector genes, including genes associated with T cell infiltration, is higher in the responsive compared to unresponsive tumor models (Additional file 8: Table S8A). The latter finding is consistent with the low level of MHC I expression reported in untreated LLC and B16F10 (i.e., unresponsive) tumors in B6 mice [78], and suggests that basal tumor immunogenicity may be predictive of a CPA/6d-inducible immune response, in accordance with the correlation between tumor immunogenicity and efficacy of immunotherapy [78]. Of note, GL261 tumors are considered moderately immunogenic [79]. Interestingly, genes showing higher basal expression in GL261 tumors were significantly enriched for CPA-responsive genes, suggesting that CPA/6d treatment activates pathway(s) that are already primed to be differentially expressed between responsive and unresponsive tumors. Basal gene expression profiles may thus be useful in identifying tumors, and perhaps patients, more likely to show effective immune responsiveness to metronomic CPA. Studies in additional tumor models, including gliomas with lower immunogenicity than GL261, are needed to confirm and extend these findings and to exclude confounding factors such as differences in mutation status and tumor histology. Histological differences between the responsive (glioma) and unresponsive (lung carcinoma, melanoma) tumors examined are probably not a major factor in their differential CPA immune responsiveness, as indicated by the rather small number of neuronal-related KEGG pathways and UPRs linked to the GL261-specific gene responses (Additional file 8: Table S8A, Table 2).

### Negative regulators of immune response

An immune suppressive tumor microenvironment may dampen the efficacy of chemotherapy [80] and could be a factor in the immune unresponsiveness of LLC and B16F10 tumors. 

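Most genes of cholesterol synthesis stood lower in CPA-treated GL261(B6) than in CPA-treated B16F10 tumors, and fewer of them stood lower than in CPA-treated LLC tumors. Dhcr7, the enzyme of the last step to cholesterol, stood at 249 ± 2.27 normalized reads in CPA-treated GL261(B6) and 1153 ± 55.2 in CPA-treated B16F10 tumors (SD, n = 2 pools), a log2 fold change of -2.20 (standard error 0.085, adjusted p = 7.51e-06 from limma). Sqle was lower than in both, with -1.56 ± 0.068 against LLC and -1.92 ± 0.085 against B16F10 (log2 fold change and standard error), and Fdps lower than in B16F10 with -3.47 ± 0.11. Of 19 cholesterol genes tested in both comparisons 0 were higher and 7 lower than in both models. Against LLC the counts were 1 and 8 of 19 (the same when adjusted over the list alone), with camera adjusted p = 0.0035 from limma, and 0.311 with an estimated correlation, and against B16F10 0 and 17 of 19 (the same when adjusted over the list alone), with camera adjusted p = 3.89e-06 from limma, and 0.295 with an estimated correlation. CPA lowered these genes in GL261(B6) tumors, and their response was below that in LLC tumors for Idi1 with a difference of -3.09 (standard error 0.14, adjusted p = 7.42e-08 from limma).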

Three KEGG pathways with immune suppressive potential were enriched in the gene set expressed at a lower level in CPA-treated GL261 than LLC and B16F10 tumors: steroid biosynthesis, which can inhibit T cell development [81]; butanoate metabolism, which can induce T cell apoptosis [82]; and tryptophan metabolism, which can induce regulatory T cell proliferation [83] (Additional file 14: Table S9C), suggesting the unresponsive tumors have a more highly immune suppressive environment. However, many negative regulators of immune response actually showed *higher* basal expression in GL261 tumors, and/or were more commonly up regulated by CPA treatment in GL261 compared to LLC and B16F10 tumors. This latter finding is consistent with a feedback response leading to up regulation of immunosuppressive T regulatory cells in CPA-treated GL261 tumors [20, 84]. This effect is minimized by giving CPA on a 6 day schedule [20], and may be a factor driving the need for repeated CPA treatment to maximize anti-tumor immune activity.

### Impact of scid immunodeficiency

CPA/6d treatment of GL261 tumors implanted in adaptive immune deficient scid mice induces major regression, but is sometimes followed by late tumor growth rebound [18], whereas in the fully immune competent B6 mouse model, GL261 tumors are eradicated by a Cd8 T cell-dependent mechanism with acquisition of long term immunity [20]. A subset of cytokine-cytokine receptor interaction, T cell receptor signaling and several other immune-related KEGG pathway genes were unique to the GL261(B6) tumor model as compared to the GL261(scid) model, consistent with the importance of T cell receptor signaling and cytokine-cytokine receptor interaction for the more complete and long-lasting anti-tumor responses in GL261(B6) tumors [20]. Further, three activated UPRs associated with immune activation were unique to CPA/6d-treated GL261(B6) tumors: EIF2AK2 is an intracellular danger-sensing molecule important for inflammasome activation and HMGB1 release [26]; IFNL1 can mediate inflammatory responses in epithelial cells [60, 85]; and MAVS is required for activation of NFkB and interferon induction in response to viral infection [61]. The two activated UPRs specific to GL261(scid) tumor responses have glial cell-related functions: DMD may relate to glial cell differentiation [62]; and SPARC can inhibit brain tumor cell growth but also promotes invasion by increasing binding of extracellular matrix proteins [34–36].

### Extending CPA drug-free break from 6 to 9 days

We investigated gene responses in GL261(scid) tumors treated with CPA on a 9 day repeating schedule (CPA/9d), which initially induces tumor regression nearly as effectively as CPA/6d treatment, but leads to a striking rebound in tumor growth after treatment day ~24, despite ongoing CPA treatment [18]. We found only a small number of significant gene response differences between the two CPA schedules, consistent with the very similar overall tumor regression status of these two tumor models at the time of tumor sampling after two CPA treatment cycles. Genes specifically up regulated on the CPA/6d schedule were enriched in cytokine-cytokine receptor and other immune-related pathways, consistent with the more sustained NK cell response in CPA/6d-treated GL261(scid) tumors [18], while the CPA/9d schedule preferentially up regulated a C-type lectin gene cluster that includes several inhibitory lectin receptors expressed on myeloid and/or NK cells (CLEC1A [63], KLRA1 [64], and KLRA3 [65]). Other top pathways preferentially enriched in CPA/9d-treated tumors include drug metabolism and glutathione metabolism, which can confer chemotherapy resistance, suggesting that the longer drug-free breaks on the CPA/9d schedule facilitate selection of drug resistant tumor cells.

## Conclusion

We identified several factors that are associated with, and may contribute to the strong immune responsiveness of GL261 tumors to a 6 day repeating metronomic schedule of CPA treatment; these include elevated basal levels and higher CPA-induced levels of many immune factors, enhanced blood vessel morphogenesis and leukocyte transendothelial migration, and reduced basal expression of drug metabolism genes compared to LLC and/or B16F10 tumors. Further studies, including genetic ablation or pharmacological inhibition of key factors linked to immune responsiveness, are required to establish causal roles for these factors. Furthermore, analysis of isolated tumor cell and immune cell populations may help elucidate the cellular origin of these immune response regulators. These factors likely work in concert to increase immunogenic responses to metronomic CPA scheduling, and when taken together, may help identify individual tumors most likely to be responsive to immunogenic chemotherapy. This approach is complementary to ongoing efforts to characterize tumors by an immunoscore that integrates immune cell type, density, location, and functional state and predicts cancer patient responsiveness to therapy [86].

## Abbreviations

B6, C57BL/6 mouse strain; CPA, cyclophosphamide; CPA/6d or CPA/9d, metronomic CPA scheduling at 140 mg CPA/kg body weight, repeated every 6 days or every 9 days, respectively; GL261(B6), GL261 tumors implanted in B6 mice; GL261(scid), GL261 tumors implanted in scid mice; IPA, Ingenuity Pathway Analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes; LLC, Lewis lung carcinoma; NK cell, natural killer cell; RNA-seq, RNA-based sequencing; scid, severe combined immunodeficiency; UPR, upstream regulator

## Additional files

Additional file 1: Table S1. Significant gene responses induced by metronomic CPA treatment in each of the indicated tumor models. Shown in Tables S1A-S1F are genes differentially expressed between CPA-treated and control (drug-free) GL261(B6) tumors (Table S1A), LLC tumors (Table S1B), B16F10 tumors (Table S1C), and GL261(scid) tumors (Table S1D, following treatment with CPA/6d; Table S1E, treatment with CPA/9d; and Table S1F, genes common to CPA/6d and CPA/6d treatment). Treatments and other data about RNA-seq samples, including GSM accession numbers within GEO data set GSE71491, are also shown. (XLSX 3150 kb) Additional file 2: Figure S1-S11. Figure S1. Venn diagrams showing the numbers of genes that responded to CPA treatment. Figure S2. UPR analysis comparing GL261(B6) tumors vs. LLC and B16F10 tumors, and comparing GL261(B6) tumors vs. GL261(scid) tumors. Figure S3. Strategy for identification of stringent UPRs. Figure S4. Identification of stringent UPRs that are unique to one tumor model as compared to a second tumor model. Figure S5. Identification of stringent gene responses to CPA treatment in GL261(B6) tumors compared to B16F10 and LLC tumors. Figure S6. Identification of gene responses to CPA in GL261(B6) compared to GL261(scid) tumors. Figure S7. Differential basal gene expression in GL261(B6) vs. LLC and B16F10 tumors. Figure S8. Negative regulators of immune responses in untreated or CPA-treated GL261(B6), LLC and B16F10 tumors. Figure S9. Differential gene expression comparing CPA-treated GL261(B6) vs. LLC and B16F10 tumors. Figure S10. Differential gene responses to CPA/6d and CPA/9d schedules in GL261(scid) tumors. Figure S11. Hematopoietic cell lineage KEGG pathway. This pathway is enriched in genes expressed >1.5-fold higher in GL261(scid) tumors treated on a CPA/9d schedule than in tumors treated on a CPA/6d schedule. (PDF 1.66 mb) Additional file 3: Table S2. Listed are all CPA-induced upstream regulators (UPRs) as predicted by IPA for CPA-treated GL261(B6) (Table S2A), LLC (Table S2B), B16F10 (Table S2C), GL261(scid) (Table S2D; CPA/6d treatment), and GL261(scid) (Table S2E; CPA/9d treatment) tumors, respectively. (XLSX 960 kb) Additional file 4: Table S3. Listing of stringent UPRs induced by CPA treatment in GL261(B6) (Table S3A), LLC (Table S3B), B16F10 (Table S3C), GL261(scid) (Table S3D; CPA/6d treatment), GL261(scid) (Table S3E; CPA/9d treatment), and GL261(scid) tumors (Table S3F; based on genes common to CPA/6d and CPA/9d treatment). (XLSX 287 kb) Additional file 5: Table S4. KEGG pathways enriched in genes up regulated or down regulated by CPA treatment in GL261(B6) tumors (Table S4A), LLC tumors (Table S4B), and B16F10 tumors (Table S4C). (XLSX 32 kb) Additional file 6: Table S5. Negative regulators of immune response. (XLSX 70 kb) Additional file 7: Table S7. Genes whose basal expression in untreated GL261(B6) tumors is either higher or lower than in untreated LLC and untreated B16F10 tumors. (XLSX 670 kb) Additional file 8: Table S8A-F. KEGG pathways and DAVID clusters enriched in genes that are specifically expressed at a higher or a lower level in untreated GL261(B6) tumors when compared to LLC and B16F10 tumors and in the sets of genes that respond to CPA/6d treatment. (XLSX 186 kb) Additional file 9: Table S10. Differential gene responses to CPA in GL261(scid) and GL261(B6) tumors. (XLSX 2296 kb) Additional file 10: Table S11. KEGG pathways enriched in genes commonly or differentially expressed in GL261(B6) and GL261(scid) tumors in response to CPA treatment. (XLSX 32 kb) Additional file 11: Table S12. Differential gene responses in GL261(scid) tumors induced by CPA/9d or CPA/6d treatment. (XLSX 452 kb) Additional file 12: Table S13. KEGG pathways and DAVID clusters that are associated with genes preferentially up regulated (>1.33-fold) in GL261(scid) tumors treated with CPA/6d (Table S13A, B) or CPA/9d (Table S13C, D). Also shown (Table S13E) are KEGG pathways enriched in the set of genes expressed at a level 1.5-fold higher level in GL261(scid) tumors treated on the CPA/9d schedule than those treated on CPA/6d schedule. (XLSX 55 kb) Additional file 13: Table S6. Responses to metronomic CPA in responsive tumors compared to unresponsive tumor models. Shown are the differential gene responses, and associated KEGG pathways or DAVID clusters, induced by CPA/6d treatment of GL261(B6) tumors compared to LLC and B16F10 tumors. (XLSX 718 kb) Additional file 14: Table S9. Gene pathways predictive of treatment prognosis in CPA-treated tumors - We investigated whether gene pathways that may predict treatment outcome can be identified by comparing CPA-treated responsive vs. CPA-treated unresponsive tumors.

How the deposited data were processed for this re-analysis (not part of the article)

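RNA was measured in 9 groups of tumors: untreated and CPA/6d GL261 tumors in B6 mice, untreated and CPA/6d LLC and B16F10 tumors in B6 mice, and untreated, CPA/6d and CPA/9d GL261 tumors in scid mice. Each group is 2 pools of tumors and each pool gave 1 library, 18 libraries in all. Groups were taken from the sample labels and the methods of the paper. The dose is 140 mg/kg in the paper, while the deposited tables of LLC and B16F10 tumors carry 150 in their column titles, and the value of the paper is used in the text. The libraries of scid tumors were made with another kit than those of B6 tumors, and the sample labels call the former unstranded and the latter strand-specific, although the protocol given with the former says strand-specific. At the paper's claims the hosts are therefore compared by the change with CPA within each, except that the levels of Xist are shown for the pools of both. The closing section compares levels of liver genes and of Xist between them, and in each such comparison host and kit are confounded. GL261(B6) tumors were collected after 2 injections and LLC and B16F10 tumors after 3.

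The authors mapped the reads with TopHat2 version 2.0.13 to the mouse genome mm9, counted them over RefSeq genes and compared each pair of groups with DESeq. Each of the 10 deposited tables holds 23284 genes. The mean signal of each group in a table is the authors' mean over 2 pools of the read count divided by a size factor that belongs to that table alone. The authors' deposited ratio is a ratio of these means in the tables of scid tumors, and a ratio of means with 1 added to each in the tables of B6 tumors. The authors' deposited signed fold change, a score, is the ratio or minus its inverse. In the tables of scid tumors the deposited ratio is 1 where a group mean is 0. The deposited p-value comes unadjusted and adjusted by Benjamini and Hochberg, and adjusting the unadjusted one over the genes with reads gave the adjusted one for every gene.

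The reads of the single pools were computed from the group means. A group mean is a sum of whole reads, each divided by its own constant, so the steps between the values of a table give the 2 constants, and each value then has a single solution in whole reads. All genes with reads were split in every group, with no gene left without a solution or with several, and the size factors recomputed from the split reads by the median of ratios matched those found. On simulated tables of 4000 genes 99.95% of the genes were split right and 0 wrong. The split shows which pool of a group had more reads in all, not which pool number it carries.

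The pools had 6169217 to 15979644 reads counted over genes. A count of 0 allows up to 3 reads, which is 0.264 to 0.486 CPM at the lower depth of each group. These limits and the binomial intervals printed cover counting error only. Between the 2 pools of a group the median gene differed by 0.0656 to 0.143 in log2, and sampling noise alone gives 0.0566 to 0.0709.

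The design written before the files were seen named a quasi-likelihood test on the counts of the pools. In case the tables held only group means, it named no test across samples and calls from the authors' deposited ratio and p. The tables do hold group means, and after they had been seen the reads were split and tested, which departs from that design. Neither that test nor the Wald test on counts planned as its alternative was run. The test is limma version 3.58.1 (R version 4.3.3), with a prior variance that follows the mean level, on the log2 of normalized reads plus 1. Normalization is by TMM with the 30% most extreme ratios and 5% most extreme levels trimmed at each end, and a gene is kept with at least 10 reads at the median depth in at least 2 libraries and 15 in all. These settings were fixed before any count of calls from limma was seen. A gene is called at a fold change over 2 and an unadjusted p under 0.001, the fold of the paper, and CPA/9d was also compared with CPA/6d at 1.5. Adjusted p are by Benjamini and Hochberg over the genes of 1 comparison. Each fit holds the 4 libraries of the 2 groups compared, and the difference of 2 responses is the interaction term in a fit of 8 libraries. SD are of 2 pools of normalized reads. Where the authors' calls are given beside these, they are named as those of the authors' deposited table.

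The step of limma was tested on counts drawn from the real means with 200 genes changed. The changed genes were taken from those with reads in every library and a mean above a minimum. Every gene was given the same assumed spread, not that of the data. The shares below therefore hold for well-measured genes at that spread. Of genes changed 3-fold, 100% were called in a simulated GL261(B6) response, 98% in a simulated LLC response, 98% for CPA/9d against CPA/6d and 96% for the difference between GL261(B6) and LLC. Of genes changed 2-fold these shares were 40%, 46%, 54% and 56%, where the limit on the fold itself leaves out genes estimated below 2. Genes called in 2 comparisons that share libraries were counted beside the number expected of independent lists and that in 20 simulated draws of unchanged groups. Such draws give few calls, so they do not measure how far shared libraries raise the overlap of long lists.

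In all, 46 lists of 881 genes in total were written before the files were seen, from general knowledge, apart from 3. The list of negative regulators of immune response is Table S5A of the paper, the list upstream of immunogenic cell death follows its discussion, and the C-type lectins of CPA/9d were chosen by the study on these samples. For each list the members called, the members called when p is adjusted over the list alone (under 0.05, fold over 2), the median log2 fold change, and camera of limma with a preset correlation of 0.01 were computed. Camera needs at least 3 tested members. These are bulk tumors, so a list describes a mixture of cells and gives no share of a cell type. Gene coordinates are from the mm9 annotation.

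Genes are named in the text by a rule written before the files were seen. It takes every gene that the paper names for the comparison, the 10 called genes with the largest fold change in each direction in the 5 responses to CPA and in CPA/9d against CPA/6d (with a mean over 50 and no overlap of pools), up to 4 members of each list with the smallest p, and Xist and the Y-linked genes. Not every gene that the rule takes is named. The supplementary tables of the paper had been read by then, so its values for many genes were known. Outside this rule, and chosen after their values were seen, are Csf2ra and Csf2rb, the chains of the receptor of CSF2, and Il1rl1 where it stands for a comparison other than CPA/9d against CPA/6d. Prf1, Cd3e, Cd8a and Cd3d are named by the paper for related comparisons.

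The alternatives written before the files were seen and run here are size factors by the median of ratios, no filter on low counts, an adjusted p under 0.05, all libraries of the same kit in 1 fit, a mean level over 50, the ratio of the authors' means with 10 added to each together with their p, camera with an estimated correlation, the rule of calls in 1 model with fold changes over 2 apart, and leaving out each pool in turn. Those added later are the authors' deposited fold and p, unadjusted or adjusted over the genes kept, the authors' means with 1 added, 10 in place of 1 as pseudocount, voom, an adjusted p under 0.001, and separate untreated pools for the basal level and the response. Each was run with all other settings unchanged. Tests that need the pool numbers were left out, since the split gives none. Python version 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the split and the figures.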

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

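All tests in this part were chosen after the results they concern were seen.

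Liver genes are present in the 6 GL261(scid) libraries and nearly absent from the 12 B6 libraries, a signal the paper does not discuss. The lowest level of Alb in a GL261(scid) pool is 201 CPM, against 3 CPM at most in a B6 pool, and Apoa1 and Ttr have at least 16.1 and 16 CPM. The median log2 ratio of 20 liver genes between CPA/6d and untreated tumors was 0.0922 (SD 0.246), where Y-linked genes rose by 1.98. This argues against expression by host cells whose share rises with CPA only if the Y-linked rise reflects those cells. That was not tested, since tumor cells and mice are both male. Expression by GL261 cells is argued against by a median level in untreated GL261(B6) tumors of 1.12% of that in untreated GL261(scid) tumors. Liver RNA or reads in every GL261(scid) library cannot be told apart from an effect of the host or the library kit, which are confounded. That 19 of 20 genes are higher in each of these pools than in every B6 pool restates the pattern and decides nothing, and no biological effect of the host was tested.

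Genes of skeletal muscle were higher on CPA/9d than on CPA/6d, with a median log2 fold change of 1.12 (SD 0.34) over 21 genes, a list the paper does not discuss. Acta1 has 562 and 821 CPM in the CPA/9d pools against 367 and 318 in the CPA/6d pools. Different amounts of muscle tissue taken with the tumors may give such a difference, since 19 of 21 genes differ over 4 times in 1 direction between the 2 B16F10 CPA/6d pools, with a median log2 ratio of 6. The longer interval between CPA injections cannot be told apart from it, because all 21 genes have both CPA/9d pools above both CPA/6d pools and each schedule has only 2 pools. With 2 against 2 pools chance gives such an order for 16.7% of independent genes, in 1 direction.

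Ddx3y is a gene of the Y chromosome that the paper uses to tell the sex of tumor cells. It rose in GL261(B6) tumors on CPA/6d by a log2 fold change of 2.18, a response that the paper does not discuss. Untreated pools had 13 and 13.8 CPM in GL261(B6), 3.01 and 2.04 in B16F10, and 8.19 and 11.6 in LLC, whose cells the paper calls female. The mice were male, so the rise cannot be assigned to tumor cells or to host cells.

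Single genes were called in opposite directions in 2 tumor models. Genes chosen this way differ by over 2 in log2 from the choice alone, so the differences are given for their size and not as a test. Between GL261(B6) and B16F10 there are 39 such genes, 8 of them with the higher response in GL261(B6), and the differences with a level over 50 include Gpr17 with -9.04, Tmem88b with -6.69, Col11a2 with -4.89 and Slc7a11 with 4.44 in log2. Between GL261(B6) and LLC there are 50, of which 32 had the higher response in GL261(B6), including Clec12a with 5.51, Cd36 with 5.08, Cd72 with 4.91 and Cybb with 4.54. Between GL261(B6) and GL261(scid) there are 2, and the difference of Smpd3 was 4.46.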

How the results depend on the processing

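The settings of the authors' deposited fold and p (unadjusted or adjusted), of 1 added to the authors' means, of a pseudocount of 10, of voom, of an adjusted p under 0.001 and of separate untreated pools were chosen after the results were seen, and all others before. Each group has 2 pools, so an SD rests on 2 values, and without 1 pool the lone pool of a group is assumed to vary like the other groups. No paired analysis was possible because the split of the group means tells the pools of a group apart only by their total reads and gives no pool number. The planned Wald test of DESeq2 and the planned replicate block were not run. Depth limits the genes tested to those with at least 10 reads at the median depth. A change of 2-fold was called for 40% of the genes changed in a simulated GL261(B6) response. These were genes with reads in every library, drawn with 1 assumed spread. The limit on the fold itself leaves out genes estimated below 2.

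Of 366 gene results named in the text, 323 were called, and 282 of these kept their call and direction in every setting run for them. Ngp, S100a9, Ltf and Camp are not counted among these. With the 1 fit of all libraries of a kit 11 of 314 lost the call, with the authors' deposited adjusted p 16 of 314, with an adjusted p under 0.001 20 of 366, and with voom 6 of 366. The counts of genes higher and lower in GL261(B6) on CPA/6d and in GL261(scid) on both schedules stayed within 1.5 times in every setting and without any pool. So did the counts lower in B16F10, the genes shared by both hosts and the genes shared by both schedules, in every setting run for them.

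Uncalled differences turned direction in few places. Cd8a, whose response differed between the hosts by 0.10 in log2, had -0.69 with voom and -0.12 as the difference of the 2 separate fits, and -0.40 to 0.71 without 1 pool, with the direction turned without the GL261(B6) untreated or CPA/6d pool with fewer reads or the GL261(scid) untreated pool with more reads. Cd3d had 1.03, and -0.021 with voom. Gstp1 on CPA/6d in GL261(B6), at -0.055, ranged from -0.12 to 0.024 without 1 pool (the latter without the untreated pool with more reads), and Smpd3 on CPA/9d in GL261(scid), at -0.12, from -0.40 to 0.15 (the latter without the CPA/9d pool with more reads). The causes were not tested.

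In LLC tumors, 254 genes were higher and 114 lower, against 426 and 187 at an adjusted p under 0.05, 123 and 49 at an adjusted p under 0.001, and 154 and 73 with the authors' fold and adjusted p. In B16F10 tumors 736 were higher, and 1143 at an adjusted p under 0.05. These settings differ from the main one by their threshold, apart from that of the authors, whose cause was not tested.

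For CPA/9d against CPA/6d, 110 genes were higher and 3 lower. The number higher was 27 with all scid libraries in 1 fit, 56 with the authors' means plus 10 and their p, 65 with their means plus 1, 66 with their deposited fold and p, 31 with their adjusted p, and 44 at an adjusted p under 0.001. The number lower was 1 in each of the 4 settings of the authors. At a fold of 1.5, 249 were higher and 18 lower, and the number higher was 102, 146, 151, 151, 69 and 86 in the same settings. The number lower was 9 with the authors' means plus 10, 10 with their means plus 1 and with their deposited fold and p, 2 with their adjusted p, and 5 at an adjusted p under 0.001. Without 1 pool the number higher was 73 (without the CPA/9d pool with fewer reads) to 173 (without the other CPA/9d pool), the number lower 5 to 23 (8 without either CPA/6d pool), and at a fold of 1.5 the number lower 24 to 79, both highest without the CPA/9d pool with more reads. The causes were not tested, except that the thresholds differ where said.

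For the difference of the responses in GL261(B6) and B16F10, 990 genes were higher, against 1732 at an adjusted p under 0.05, 624 at one under 0.001, 1525 with a pseudocount of 10 and 1539 by calls in 1 model with fold changes over 2 apart. The 567 lower became 916 at an adjusted p under 0.05. Without 1 pool 636 to 1067 were higher, the lowest without the GL261(B6) CPA/6d pool with fewer reads. Between the hosts the counts were 172 and 163, against 272 and 270 at an adjusted p under 0.05, 80 and 64 at one under 0.001, and 422 lower by calls in 1 model. Without 1 pool 92 to 189 were lower, the lowest without the GL261(scid) CPA/6d pool with more reads. The cause was not tested for the pseudocount and the pools.

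Levels compared between tumor models lose most calls without either GL261(B6) pool. Leaving out a pool of LLC or B16F10 also leaves 1 library for that model. The counts of genes called against both models then stayed within 1.5 times those with all pools. Against untreated LLC, 751 to 2351 genes were higher and 760 to 1637 lower without 1 pool, and against untreated B16F10 581 to 2629 and 942 to 1892. In treated tumors these ranges were 837 to 3382 and 815 to 1668 against LLC, and 589 to 3442 and 581 to 2560 against B16F10. For genes called against both models they were 242 to 1344 and 125 to 491 in untreated tumors, and 256 to 1985 and 53 to 454 in treated tumors. The cause was not tested.

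Of genes with a higher basal level in GL261(B6), 48.7% changed with CPA, against 32.6% in 1 fit of all B6 libraries, 45.3% with the authors' means plus 10 and with their adjusted p, 51.9% with the untreated pool of fewer reads setting the basal level and the other the response, and 43.1% to 50% without 1 pool. For a lower basal level 37.7% changed, against 42.5% at an adjusted p under 0.05, 46.9% and 45.8% with separate untreated pools, and 28.4% (without the CPA/6d pool with fewer reads) to 51.7% (without the untreated pool with fewer reads). The causes were not tested.

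The genes higher on CPA/6d only, with folds 1.33 times apart, were 86, against 31 with a mean level over 50, 53 with all scid libraries in 1 fit, 40 with the authors' means plus 10, 45 with a pseudocount of 10 and 19 (without either CPA/6d pool) to 142 (without the CPA/9d pool with more reads). For CPA/9d only the 209 became 139, 111 (the authors' means plus 10), 120 (a pseudocount of 10) and 26 (without the CPA/9d pool with fewer reads) to 486 (without the CPA/6d pool with more reads), with 89 and 343 without the other pool of each schedule. For GL261(B6) only, with folds 2 times apart from GL261(scid), the 188 became 121, 108 and 105 in these settings and 97 to 240 without 1 pool (97 and 112 without 1 or the other CPA/6d pool of GL261(B6)), and for GL261(scid) only the 387 became 235, 224, 239 and 196 to 474 (196 and 229 without 1 or the other CPA/6d pool of GL261(scid)). A mean level over 50 removes genes by its construction, and the other causes were not tested.

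Camera with the preset correlation called lists in every comparison. With a correlation estimated from the libraries 0 lists were up and 0 down in each comparison, except 1 up for the difference between the hosts (interferon response, against 8 with the preset correlation). For that difference a pseudocount of 10 gave 15 lists up. Against untreated B16F10 6 lists were down, and 10 without a filter on low counts. Without 1 pool, 7 to 13 lists were up against untreated LLC (8 in all pools, 13 without the LLC pool with fewer reads), and 3 to 7 down against treated B16F10 (4 in all pools, 7 without the B16F10 pool with more reads). The cause was not tested.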

Differences from the paper's values

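Among alternatives, those of the authors' deposited fold and p, of 1 added to the authors' means, of a pseudocount of 10, of voom and of an adjusted p under 0.001 were chosen after seeing the values. The paper's counts follow a fold over 2 and p under 0.001 and do not say whether p is adjusted. Its counts for the responses at a fold over 2 equal those of the authors' deposited tables at an adjusted p, and its counts for CPA/9d against CPA/6d those at an unadjusted p. The counts here use an unadjusted p from limma.

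In LLC tumors 254 genes were higher on CPA/6d, against the paper's 151, and 114 lower, against the paper's 70. Of the alternatives set before the data were examined, the authors' means plus 10 (79 lower) and a mean level over 50 (200 and 96) fall within, in both directions, 1.5 times the paper's counts. Size factors by the median of ratios (253 and 113), no filter on low counts (276 and 112), all libraries of the kit in 1 fit (266 and 142) and an adjusted p under 0.05 (426 and 187) do not. Without 1 pool, 212 higher (without the CPA/6d pool with more reads) and 105 lower (without the untreated pool with fewer reads) fall within, and 279, 285 and 312 higher and 130, 139 and 146 lower do not. With the authors' deposited fold and adjusted p, chosen after seeing the values, the counts are 154 and 73 and 0 of the 151 and 70 genes called in the authors' deposited table are dropped. The deposited unadjusted p and the means plus 1, also chosen after seeing the values, give 212 and 98 each and drop 0. A limma adjusted p under 0.001 (chosen after seeing the values) gives 123 and 49 and drops 39 and 24, both within 1.5 times. A pseudocount of 10, chosen after seeing the values, gives 98 lower and drops 5.

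For CPA/9d against CPA/6d at a fold over 1.5, 249 genes were higher, against the paper's 151. All scid libraries in 1 fit (102) and the authors' means plus 10 (146) fall within 1.5 times, and a mean level over 50 (239), the median of ratios (261), no filter (275), an adjusted p under 0.05 (319) and each pool left out (231 to 364) do not. Of genes lower there were 18, against the paper's 10. The authors' means plus 10 (9) fall within, and a mean level over 50 (18), the median of ratios, no filter and 1 fit (19 each), an adjusted p under 0.05 (23) and each pool left out (24 to 79) do not. The authors' deposited fold and p, and their means plus 1, chosen after seeing the values, give 151 and 10 and drop 0 of the 151 and 10 genes called in the authors' deposited table. Voom, chosen after seeing the values, gives 15 lower and drops 1.

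Genes higher on CPA/6d only, with folds over 1.33 apart, were 86, against the paper's 54. All scid libraries in 1 fit (53), the authors' means plus 10 (40) and the median of ratios (80) fall within 1.5 times, and a mean level over 50 (31), an adjusted p under 0.05 (108), no filter (109) and each pool left out (19 to 142) do not. Chosen after seeing the values, the authors' deposited fold and p and their means plus 1 (64 each), their adjusted p (60), a pseudocount of 10 (45) and a limma adjusted p under 0.001 (80) fall within as well. How many of the paper's genes these drop was not counted.

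In LLC tumors 2 chemokines were higher, against the paper's 1, and none of the 6 alternatives set before the data were examined (2 to 4) nor any pool left out (2 to 5) falls within 1.5 times. The authors' deposited adjusted p, chosen after seeing the values, gives 1, which is the paper's Ccl11. In B16F10 tumors 8 were higher, against the paper's 4. The 6 alternatives set before (7 to 9) and the untreated pools left out (7 and 9) do not fall within, and 5 and 6 without 1 or the other CPA/6d pool do. An adjusted p under 0.001 from limma, chosen after seeing the values, gives 4, and drops Ccl7 of the paper's 4. The authors' deposited adjusted p, also chosen after seeing the values, gives 7.

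The paper takes Cd8 and Cd3d among the genes specifically raised in GL261(B6) over GL261(scid) tumors. The log2 differences of Cd8a (0.10) and Cd3d (1.03) were not called, nor by any alternative set before the data were examined, and with a pseudocount of 10, chosen after seeing the values, both are called (1.90 and 1.93). Cd8b1 (1.72) was not called either, and is called at an adjusted p under 0.05, by calls in 1 model with fold changes over 2 apart, with that pseudocount and without the GL261(scid) untreated pool with fewer reads (2.18). Cd3e (3.02) and Lck (1.04), which the paper names beside them, were called.

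The paper gives antigen presentation and cell adhesion as specifically raised in the B6 host, from KEGG pathways enriched in its set of host-specific genes. The lists used here are other sets of genes, and enrichment of the paper's own pathways was not tested. Camera called the class I list toward GL261(B6) with the preset correlation, and not with an estimated one. Each gene was also tested singly. In limma the difference was called for 0 of 16 class I genes, 0 of 12 class II genes and 0 of 19 adhesion and transmigration genes. The rule of calls in 1 model calls 0, 1 and 0 higher (and 1 adhesion gene lower), and 1 adhesion gene is called without 1 of 2 pools, the GL261(B6) CPA/6d pool with more reads or the GL261(scid) CPA/6d pool with fewer reads. The median difference of the class I genes, 0.36, lies toward GL261(B6) under every setting run.

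The paper lists Tm7sf4 among genes raised on CPA/9d only. It was called on CPA/6d as well, with a log2 fold change of 1.47, and higher on CPA/9d than on CPA/6d. The call on CPA/6d is lost with the median of ratios, no filter and a mean level over 50, with all settings of the authors' p, a pseudocount of 10 and an adjusted p under 0.001, and without either CPA/6d pool or the untreated pool with fewer reads. Per2 and Retnla, which the paper lists with it, were raised on CPA/9d only.

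The paper reports glycolysis among pathways enriched in genes higher on CPA/9d than on CPA/6d. Of 18 glycolytic genes 1, Pfkm, was higher at a fold over 1.5, every setting run gives a count of 1, and their median is -0.03 (0.028 without the CPA/6d pool with more reads). The paper reports the lysosome as lower in untreated GL261(B6) than in the other models. Of 34 lysosomal genes 4 were higher and 3 lower than in both. Camera did not call the glycolytic list between the schedules, and enrichment of the paper's own pathways was not tested.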

Other observations

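All tests in this part were chosen after the results were seen, except the test of RNA or reads of LLC tumors.

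Xist stands at 84.5 and 59.2 CPM in the 2 CPA/6d pools of GL261(scid) tumors and at 4.19 CPM or less in the other 4 GL261(scid) pools. RNA or reads of LLC tumors, the only B6 tumors with abundant Xist, would need a share of 6.12% of the untreated LLC level. Over 4 genes abundant in LLC and near 0 in the other GL261(scid) pools the median share is 0.0687% (SD 0.491), which argues against it. The level asked of these genes in LLC was lowered to 30 CPM, since 0 genes met the 100 CPM written first. A response of GL261 tumors to CPA/6d in both hosts is argued against by Xist in GL261(B6) tumors, with a log2 fold change of -0.33 (-0.327).

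Cells of female mice in the CPA/6d pools are a candidate explanation. The median log2 fold change of 4 Y-linked genes for CPA/9d against CPA/6d is 0.214, where the share that Xist needs would give 0.0911, with a spread of 0.101 among the genes. None of the 4 was called between the schedules. That decides nothing, since a log2 change of 0.0911 is too small for a call. The evidence is weak because the expected change is smaller than the spread of 0.101 among the genes. The paper and the sample labels give all mice as male, which speaks against cells of female mice. A response of Xist to CPA/6d in the scid host alone was not tested and stays open.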
